# Hairy and enhancer of split 1 is a primary effector of NOTCH2 signaling and induces osteoclast differentiation and function

**DOI:** 10.1016/j.jbc.2021.101376

**Published:** 2021-11-03

**Authors:** Jungeun Yu, Lauren Schilling, Tabitha Eller, Ernesto Canalis

**Keywords:** HES1, bone resorption, bone remodeling, osteoclasts, Hajdu–Cheney syndrome, NOTCH2, α-MEM, α-minimum essential medium, μCT, microcomputed tomography, Ad-Cre, adenoviruses carrying cytomegalovirus-Cre, Ad-GFP, adenoviruses carrying GFP, *Blimp1*, B lymphocyte–induced maturation protein 1, BMM, bone marrow–derived macrophage, BV/TV, bone volume/total volume, cDNA, complementary DNA, FBS, fetal bovine serum, HCS, Hajdu–Cheney syndrome, HES1, hairy and enhancer of split 1, IL, interleukin, IPA, ingenuity pathway analysis, M-CSF, macrophage colony-stimulating factor, NFATc1, nuclear factor of activated T cells, cytoplasmic 1, RANKL, receptor activator of NF-κB ligand, SMI, structure model index, TNFα, tumor necrosis factor α, TRAP, tartrate resistant acid phosphatase

## Abstract

*Notch2*^*tm1.1Ecan*^ mice, which harbor a mutation replicating that found in Hajdu–Cheney syndrome, exhibit marked osteopenia because of increased osteoclast number and bone resorption. Hairy and enhancer of split 1 (HES1) is a Notch target gene and a transcriptional modulator that determines osteoclast cell fate decisions. Transcript levels of *Hes1* increase in *Notch2*^*tm1.1Ecan*^ bone marrow–derived macrophages (BMMs) as they mature into osteoclasts, suggesting a role in osteoclastogenesis. To determine whether HES1 is responsible for the phenotype of *Notch2*^*tm1.1Ecan*^ mice and the skeletal manifestations of Hajdu–Cheney syndrome, *Hes1* was inactivated in *Ctsk*-expressing cells from *Notch2*^*tm1.1Ecan*^ mice. *Ctsk* encodes the protease cathepsin K, which is expressed preferentially by osteoclasts. We found that the osteopenia of *Notch2*^*tm1.1Ecan*^ mice was ameliorated, and the enhanced osteoclastogenesis was reversed in the context of the *Hes1* inactivation. Microcomputed tomography revealed that the downregulation of *Hes1* in *Ctsk*-expressing cells led to increased bone volume/total volume in female mice. In addition, cultures of BMMs from *Ctsk*^*Cre/WT*^;*Hes1*^*Δ/Δ*^ mice displayed a decrease in osteoclast number and size and decreased bone-resorbing capacity. Moreover, activation of HES1 in *Ctsk*-expressing cells led to osteopenia and enhanced osteoclast number, size, and bone resorptive capacity in BMM cultures. Osteoclast phenotypes and RNA-Seq of cells in which HES1 was activated revealed that HES1 modulates cell–cell fusion and bone-resorbing capacity by supporting sealing zone formation. In conclusion, we demonstrate that HES1 is mechanistically relevant to the skeletal manifestation of *Notch2*^*tm1.1Ecan*^ mice and is a novel determinant of osteoclast differentiation and function.

Osteoclasts are multinucleated giant cells that are responsible for bone resorption and essential to maintain bone homeostasis. Osteoclasts are derived from the differentiation and fusion of mononuclear cells of the myeloid lineage by the actions of macrophage colony-stimulating factor (M-CSF) and receptor activator of NF-κB ligand (RANKL) (1, 2). RANKL triggers downstream signaling to induce the expression of transcription factors required for osteoclastogenesis, such as nuclear factor of activated T cells, cytoplasmic 1 (NFATc1) (3, 4, 5, 6). An imbalance of physiological or pathological conditions causing dysregulation of osteoclast differentiation and function leads to diseases associated with alterations in bone mass (7, 8).

Hajdu–Cheney syndrome (HCS) (Online Mendelian Inheritance in Man: 102500) is a rare and devastating disorder characterized by numerous skeletal manifestations, including craniofacial developmental defects, short stature, bone loss with fractures, and acroosteolysis associated with inflammation of the distal phalanges (9, 10, 11, 12). HCS is associated with mutations or short deletions in exon 34 of *NOTCH2* upstream of the PEST domain, which is required for the ubiquitination and degradation of NOTCH2 (12, 13, 14, 15, 16). The HCS pathogenic variants lead to the premature termination of a protein product lacking sequences necessary for the proteasomal degradation of the NOTCH2 intracellular domain so that the protein is stable and a gain-of-NOTCH2 function ensues. Autosomal dominant inheritance as well as *de novo* heterozygous mutations have been reported (12, 13, 14, 15, 16).

Our laboratory created a knock-in mouse model harboring a *Notch2*^*6955C>T*^ mutation reproducing HCS and termed *Notch2*^*tm1.1Ecan*^ (also known as *Notch2*^*Q2319X*^) (17, 18). The homozygous mutation is associated with craniofacial developmental abnormalities and is lethal, and heterozygous *Notch2*^*tm1.1Ecan*^ mutant mice exhibit profound osteopenia and short limbs, reproducing functional outcomes of the human disease and establishing the first model for the study of HCS (12, 17). *Notch2*^*tm1.1Ecan*^ mice have increased bone resorption secondary to a direct effect of the gain-of-NOTCH2 function on osteoclastogenesis as well as the increased expression of RANKL by cells of the osteoblast lineage (17). These are unique functional properties of NOTCH2, which are distinct from those reported for other Notch receptors (19, 20). Indeed, NOTCH1 inhibits osteoclastogenesis directly, and NOTCH3 is not expressed in the myeloid lineage; although, by inducing RANKL in cells of the osteoblast lineage, it enhances osteoclastogenesis indirectly (21, 22, 23). Low levels of NOTCH4 are expressed in the myeloid lineage, and it is not known to play a role in osteoblastogenesis (24).

Cultures of bone marrow macrophages (BMMs) revealed that the expression of *Hes1*, a Notch target gene, is enhanced as cells mature as osteoclasts, and the increased expression is of greater magnitude in cultures from *Notch2*^*tm1.1Ecan*^ mice (17, 25). Importantly, other Notch target genes, such as *Hes3*, *Hes5*, *Hey1*, *Hey2*, and *HeyL*, are either expressed at very low levels or not detected in BMMs from control or mutant mice. This observation suggests that hairy and enhancer of split 1 (HES1) may be an important regulator of osteoclastogenesis and is in part responsible for the HCS phenotype.

HES1 is a transcriptional modulator that plays a role in the differentiation of embryonic stem and mesenchymal cells (26, 27). Although HES1 is considered a transcriptional repressor, transcription factors can function as either positive or negative regulators of transcription in a cell context–dependent manner (28, 29). In addition, calcium/calmodulin-dependent protein kinase 2 can convert HES1 from a repressor to an activator of transcription (30, 31). Misexpression of *Hes1* in the osteoblast lineage has demonstrated a role as an inhibitor of osteoblast differentiation and function (32). The role of HES1 in osteoclastogenesis is unknown.

The intent of the present study was to determine whether HES1 was mechanistically relevant to the HCS phenotype and to define the function of HES1 in osteoclast differentiation *in vitro* and *in vivo*. For this purpose, *Hes1* was induced or inactivated in *Ctsk*-expressing cells of the osteoclast lineage. To determine whether HES1 had a mechanistic role in the skeletal phenotype of HCS, *Notch2*^*tm1.1Ecan*^ mice were studied in the context of the *Hes1* inactivation in *Ctsk*-expressing cells. Skeletal phenotypes were determined by microcomputed tomography (μCT) and histomorphometry and cellular effects by the study of osteoclast differentiation and resorption activity *in vitro*.

## Results

### Inactivation of Hes1 reverses the effect of the Hajdu–Cheney mutation on osteoclastogenesis

To determine whether HES1 played a role in the enhanced osteoclastogenesis observed in *Notch2*^*tm1.1Ecan*^ mice, osteoclast precursors from *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ and *Hes1*^*loxP/loxP*^ littermate controls were transduced with adenoviruses carrying cytomegalovirus-Cre (Ad-Cre) or GFP (Ad-GFP) control vectors. *Hes1* mRNA levels were increased in *Notch2*^*tm1.1Ecan*^ cells and decreased significantly in *Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^ and *Hes1*^*Δ/Δ*^ osteoclasts transduced with Ad-Cre compared with *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ and *Hes1*^*loxP/loxP*^ cells transduced with Ad-GFP. *Notch2* and *Notch2*^*6955C>T*^ mutant transcripts were not affected by the *Hes1* inactivation (Fig. 1). *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ osteoclast precursors treated with RANKL exhibited an increase in osteoclast number compared with *Hes1*^*loxP/loxP*^ cells. Osteoclast number was decreased significantly in *Notch2*^*tm1.1Ecan*^; *Hes1*^*Δ/Δ*^ and *Hes1*^*Δ/Δ*^ cells so that the *Hes1* inactivation reversed the enhanced osteoclastogenesis observed in the context of the *Notch2*^*tm1.1Ecan*^ mutation. In addition, basal levels of osteoclastogenesis were reduced in *Hes1*^*Δ/Δ*^ cells, suggesting a role of HES1 in osteoclastogenesis under physiological conditions (Fig. 1).

**Figure 1:**
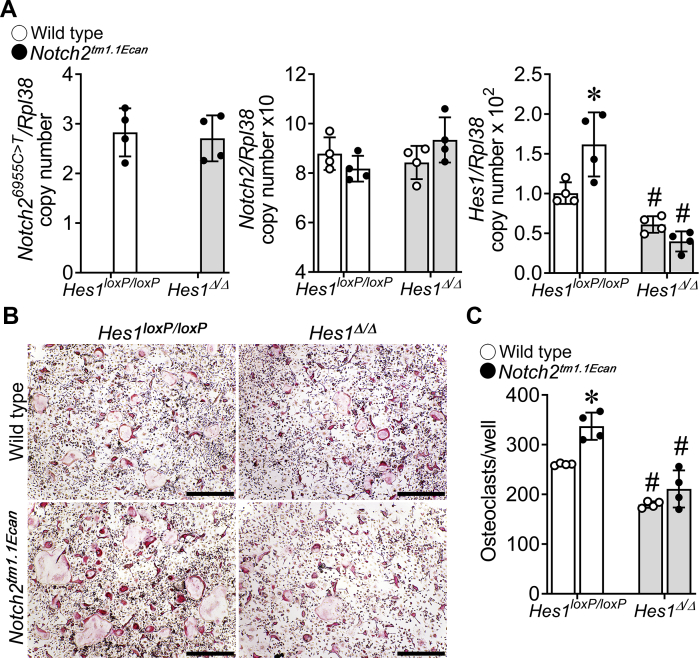
***Hes1* inactivation reverses the effect of the Hajdu–Cheney mutation on osteoclastogenesis.** BMMs derived from 2-month-old *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ and *Hes1*^*loxP/loxP*^ littermate controls were cultured for 2 days with M-CSF at 30 ng/ml and RANKL at 10 ng/ml and transduced with adenoviruses carrying CMV-Cre (Ad-Cre) or adenoviruses carrying GFP (Ad-GFP) as control at MOI 100 and cultured for two additional days in the presence of M-CSF at 30 ng/ml and RANKL at 10 ng/ml until the formation of multinucleated TRAP-positive cells. *A*, total RNA was extracted, and gene expression was determined by quantitative RT–PCR. Data are expressed as *Notch2*^*6955C>T*^, *Notch2*, and *Hes1*, corrected for *Rpl38* copy number. *B*, representative images of TRAP-stained multinucleated cells are shown. The scale bars in the *right corner* represent 500 μm. *C*, TRAP-positive cells with more than three nuclei were considered osteoclasts and counted. Values are means ± SD; n = 4 technical replicates for WT (*open circles*) and *Notch2*^*tm1.1Ecan*^ (*closed circles*) cells in the context of *Hes1*^*loxP/loxP*^ (*white bar*) or *Hes1*^*Δ/Δ*^ (*gray bar*) deleted alleles. Representative data are shown from two independent experiments. ∗Significantly different between *Notch2*^*tm1.1Ecan*^ and control, *p* < 0.05. #Significantly different between *Hes1*^*Δ/Δ*^ and *Hes1*^*loxP/loxP*^, *p* < 0.05. BMM, bone marrow–derived macrophage; M-CSF, macrophage colony-stimulating factor; MOI, multiplicity of infection; RANKL, receptor activator of NF-κB ligand; TRAP, tartrate resistant acid phosphatase.

To determine whether the inactivation of *Hes1* could reverse the osteopenia of the *Notch2*^*tm1.1Ecan*^ mutation, *Ctsk*^*Cre/WT*^*;Hes1*^*loxP/loxP*^ mice were crossed with *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ mice to inactivate *Hes1* in the context of the *Notch2* mutation. The transcript levels of *Hes1* were decreased in bone extracts from 2-month-old male *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ and *Ctsk*^*Cre/WT*^*;Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^ mice compared with control, whereas *Notch2* WT and mutant (*Notch2*^*6955C>T*^) mRNA levels were not affected (Fig. S1). Confirming prior observations, *Notch2*^*tm1.1Ecan*^ mice displayed cancellous bone osteopenia associated with decreased connectivity and trabecular number (Fig. 2). The *Hes1* inactivation by itself did not alter bone microarchitectural parameters in 2-month-old male mice compared with control sex-matched WT mice. The decreased cancellous bone volume/total volume (BV/TV) observed in *Notch2*^*tm1.1Ecan*^ was significantly increased in the context of the *Hes1* inactivation associated with increased connectivity and trabecular number so that the osteopenia of *Notch2*^*tm1.1Ecan*^ mice was ameliorated in *Ctsk*^*Cre/WT*^*;Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^ mice (Fig. 2). Cancellous bone histomorphometry confirmed previous work and demonstrated an increase in osteoclast number and bone resorption, without an effect on osteoblast number and bone formation, in *Notch2*^*tm1.1Ecan*^ mice (17). The increased osteoclast number and eroded surface found in *Notch2*^*tm1.1Ecan*^ mice were decreased ∼50% in the context of the *Hes1* inactivation, so that both parameters were no longer increased in *Ctsk*^*Cre/WT*^*;Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^ male mice compared with *Notch2*^*tm1.1Ecan*^*;Hes*^*loxP/loxP*^ control mice (Table 1). These results indicate that HES1 is mechanistically relevant to the osteopenia of *Notch2*^*tm1.1Ecan*^ mice although they suggest a minor role of HES1 in the bone architecture of male mice. The *Hes1* deletion had only a modest effect on the cortical osteopenic phenotype (not shown) and did not affect the decrease in femoral length observed in *Notch2*^*tm1.1Ecan*^ mice (Fig. S1).

**Figure 2:**
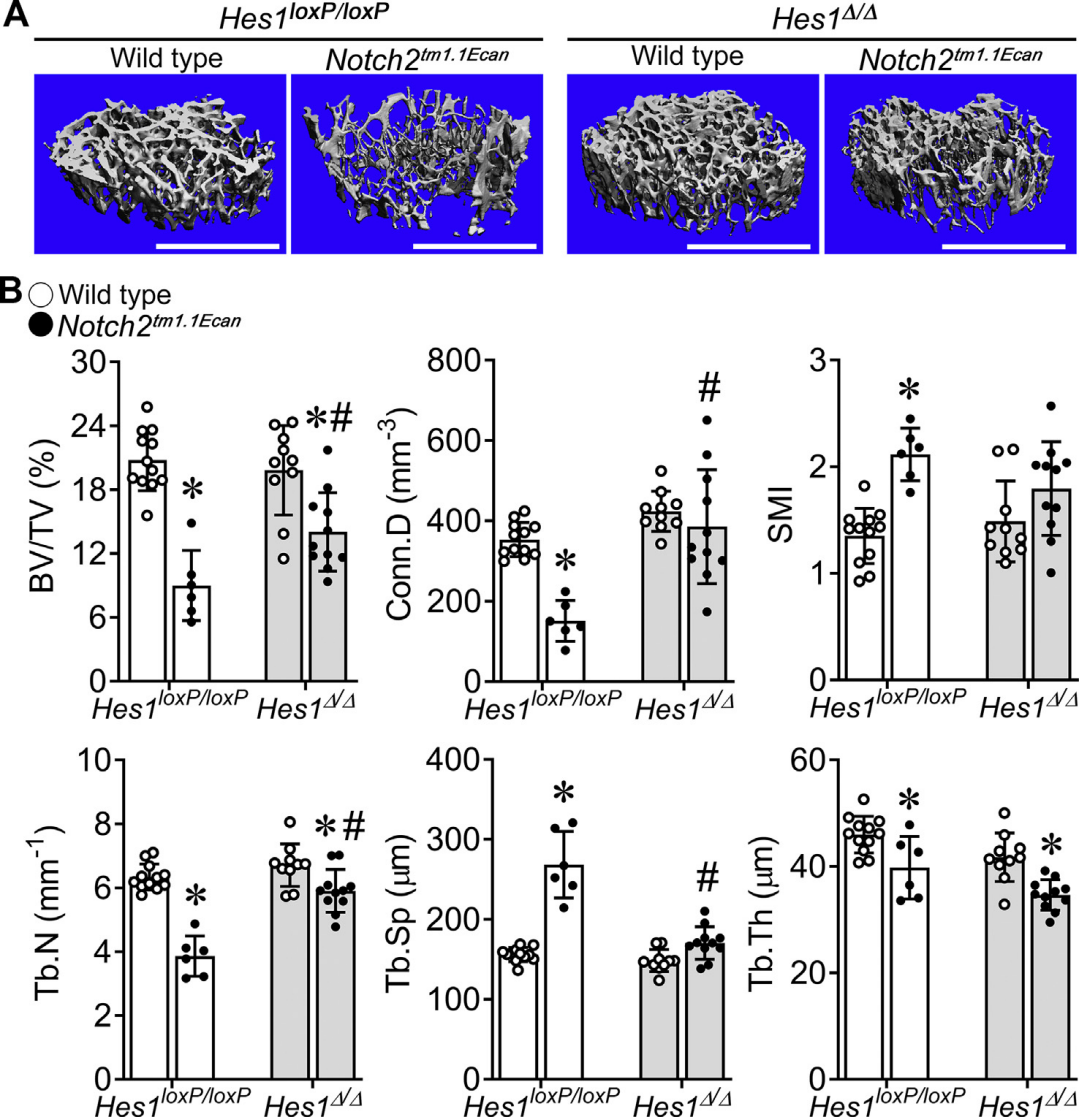
***Hes1* inactivation in *Ctsk*-expressing cells ameliorates the osteopenia of the Hajdu–Cheney mutation.** μCT was performed on 2-month-old WT (*open circles*) or *Notch2*^*tm1.1Ecan*^ (*closed circles*) mice in a *Hes1*^*Δ/Δ*^ (*gray bar*) or *Hes1*^*loxP/loxP*^ (*white bar*) genetic background by crossing *Ctsk*^*Cre/WT*^*;Hes1*^*loxP/loxP*^ with *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ mice. *A*, representative images show osteopenic cancellous bone of the distal femur in *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ male mice and its amelioration by the *Hes1* inactivation. The scale bar in the *right corner* represents 1 mm. *B*, parameters shown are bone volume/total volume (BV/TV, %); connectivity density (Conn.D, mm^−3^); structure model index (SMI); trabecular number (Tb.N, mm^−1^), trabecular separation (Tb.Sp, μm), and trabecular thickness (Tb.Th, μm). Values are means ± SD; n = 12 for control *Hes1*^*loxP/loxP*^ and n = 6 for *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^; n = 10 for *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ and n = 11 for *Ctsk*^*Cre/WT*^*;Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^. ∗Significantly different between *Notch2*^*tm1.1Ecan*^ and control, *p* < 0.05. #Significantly different between *Hes1*^*Δ/Δ*^ and *Hes1*^*loxP/loxP*^, *p* < 0.05. μCT, microcomputed tomography.

**Table 1:** Cancellous bone histomorphometry of 2-month-old *Hes1*^*loxP/loxP*^, *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^, *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ and *Ctsk*^*Cre/WT*^*;Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^ male mice

Distal femur trabecular bone	*Hes1*^*loxP/loxP*^		*Hes1*^*Δ/Δ*^	
	WT	*Notch2*^*tm1.1Ecan*^	WT	*Notch2*^*tm1.1Ecan*^
	n = 4			
BV/TV (%)	32.1 ± 2.8	14.2 ± 3.6^a^	37.4 ± 1.9	24.9 ± 7.4^a^^,^^b^
Trabecular separation (μm)	117 ± 5	236 ± 53^a^	94 ± 7	130 ± 40^b^
Trabecular number (1/mm)	5.8 ± 0.1	3.9 ± 1.0^a^	6.7 ± 0.5	6.0 ± 1.2^b^
Trabecular thickness (μm)	55 ± 5	39 ± 4^a^	56 ± 5	41 ± 6^a^
Osteoblast surface/bone surface (%)	14.7 ± 0.9	19 ± 1.3	13 ± 1.9	18 ± 4.3
Osteoblasts/bone perimeter (1/mm)	9.1 ± 0.9	11.3 ± 0.6	8.5 ± 1.0	10.1 ± 1.6
Osteoclast surface/bone surface (%)	10.4 ± 3.7	20.1 ± 3.4^a^	12.1 ± 2.2	9.1 ± 4.1^b^
Osteoclasts/bone perimeter (1/mm)	3.2 ± 1.3	6.1 ± 1.2^a^	3.6 ± 0.8	2.8 ± 1.7^b^
Eroded surface/bone surface (%)	10.3 ± 1.3	13.4 ± 2.2^a^	11.9 ± 0.8	7.1 ± 1.1^a^^,^^b^
Mineral apposition rate (μm/day)	3.3 ± 1.0	2.8 ± 0.2	2.6 ± 0.1	2.4 ± 0.2
Mineralizing surface/bone surface (%)	31.2 ± 2.8	27.7 ± 3.5	35.1 ± 4.4	32.3 ± 2.3
Bone formation rate (μm^3^/μm^2^/day)	1.0 ± 0.3	0.8 ± 0.1	0.9 ± 0.1	0.8 ± 0.1

Bone histomorphometry was performed on distal femurs from 2-month-old *Hes1*^*loxP/loxP*^, *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^, *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^, and *Ctsk*^*Cre/WT*^;*Notch2*^*tm1.1Ecan*^;*Hes1*^*Δ/Δ*^ male mice. Values are means ± SD.

a Significantly different between *Notch2*^*tm1.1Ecan*^ and WT, *p* < 0.05.

b Significantly different between *Hes1*^*Δ/Δ*^ and *Hes1*^*loxP/loxP*^, *p* < 0.05.

### HES1 is a determinant of osteoclastogenesis *in vitro*

To ascertain the function of HES1 in cells of the osteoclast lineage, BMMs from either *Hes1*^*loxP/loxP*^ or *Rosa*^*[STOP]Hes1*^ mice were isolated. BMMs were cultured in the presence of M-CSF and RANKL for 2 days and transduced with Ad-Cre to delete *loxP* flanked sequences or Ad-GFP as control. Excision of the STOP cassette in *Rosa*^*Hes1*^ cells resulted in a 20-fold induction of *Hes1* mRNA and a 1.7-fold increase in osteoclastogenesis compared with *Rosa*^*[STOP]Hes1*^ cultures transduced with Ad-GFP (Fig. 3). Conversely, deletion of *Hes1* resulted in a 50% reduction in *Hes1* mRNA levels and a 50% decrease in osteoclast number compared with control cultures transduced with Ad-GFP (Fig. 3). The results demonstrate that HES1 is a determinant of osteoclast differentiation *in vitro*.

**Figure 3:**
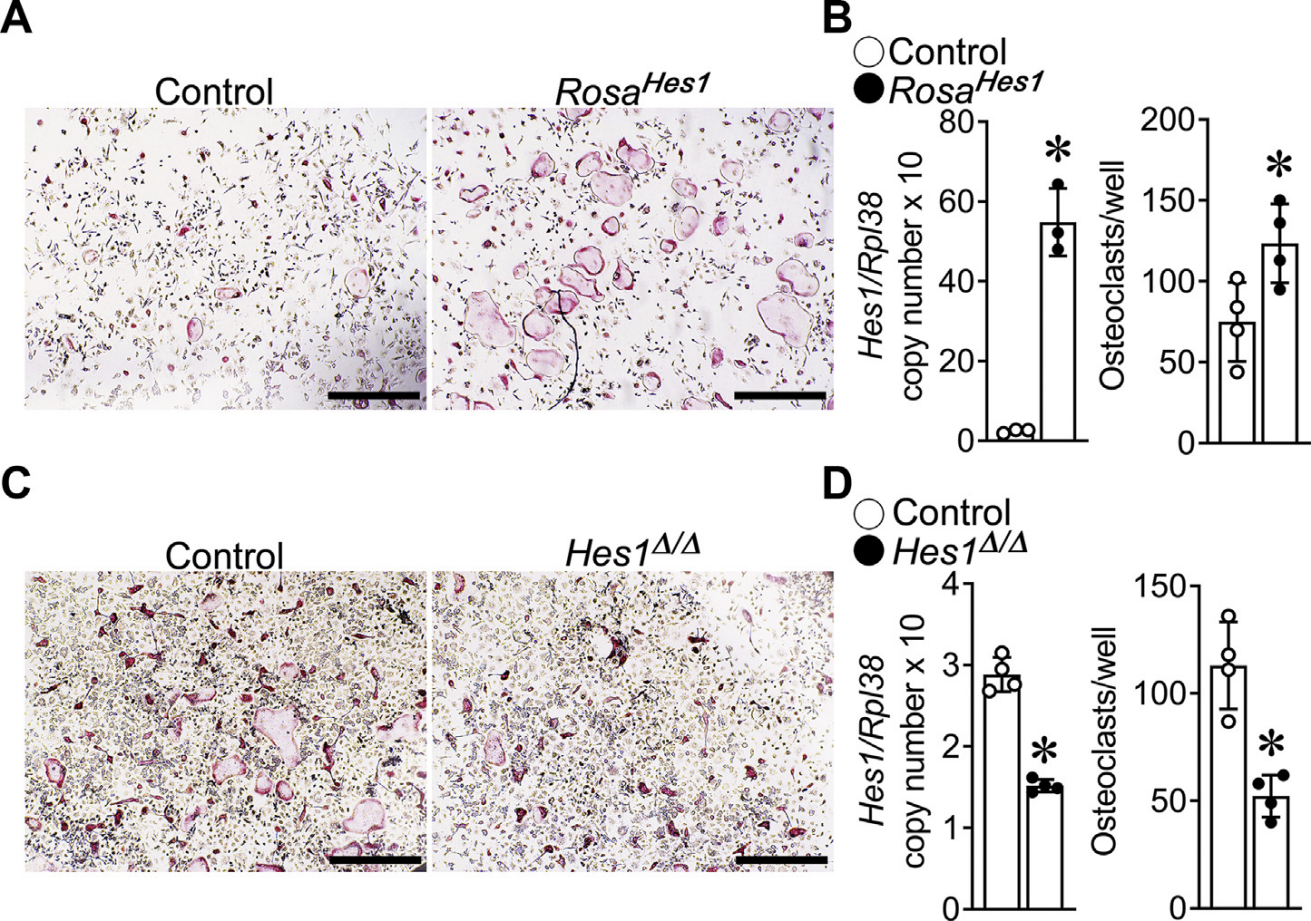
**HES1 is required for osteoclastogenesis *in vitro*.** BMMs derived from 2-month-old *Rosa*^*Hes1*^ (*A* and *B*) or *Hes*^*loxP/loxP*^ mice (*C* and *D*) were cultured in the presence of M-CSF at 30 ng/ml and RANKL at 10 ng/ml for 2 days. Cells were transduced with Ad-Cre (*closed circles*), to recombine *loxP* flanked sequences, or Ad-GFP (*open circles*) as a control and then cultured for two additional days. *A* and *C*, representative images of TRAP-stained multinucleated cells are shown. The scale bar in the *right corner* represents 500 μm. *B* and *D*, *Hes1* transcript levels were measured by quantitative RT–PCR in total RNA from osteoclasts. Transcript levels are reported as copy number corrected for *Rpl38* (*left*). TRAP-positive cells with more than three nuclei were considered osteoclasts (*right*). Values are means ± SD; n = 3 or 4 technical replicates for control (*open circles*) and either *Hes1*^*Δ/Δ*^ or recombined *Rosa*^*Hes1*^ (*closed circles*) cells. Representative data are shown from two independent experiments. ∗Significantly different between *Hes1*^*Δ/Δ*^ and control, *p* < 0.05; or recombined *Rosa*^*Hes1*^ and control, *p* < 0.05. BMM, bone marrow–derived macrophage; HES1, hairy and enhancer of split 1; M-CSF, macrophage colony-stimulating factor; RANKL, receptor activator of NF-κB ligand; TRAP, tartrate resistant acid phosphatase.

### Inactivation of Hes1 in osteoclasts of female mice increases BV *in vivo*

To confirm a role of HES1 in osteoclastogenesis and bone homeostasis, *Hes1* was inactivated *in vivo* in *Ctsk*-expressing cells. For this purpose, *Ctsk*^*Cre/WT*^*;Hes1*^*loxP/loxP*^ mice were crossed with *Hes1*^*loxP/loxP*^ mice to generate *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ and littermate *Hes1*^*loxP/loxP*^ controls. *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ appeared healthy, and their weight and femoral length were not different from littermate *Hes1*^*loxP/loxP*^ mice (Fig. S2)*. Ctsk*^*Cre*^-mediated recombination was documented in genomic DNA from tibiae of *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ mice with a consequent decrease in *Hes1* mRNA. Confirming the results observed in the context of the *Notch2*^*tm1.1Ecan*^ mutant mice, inactivation of *Hes1* in 2- or 4-month-old male mice did not result in an obvious skeletal phenotype, although trabecular number and connectivity were modestly increased (Table 2). In contrast, 2-month and particularly 4-month-old female mice harboring the inactivation of *Hes1* exhibited a significant increase in femoral BV/TV (Table 2 and Fig. 4). Femoral μCT of 4-month-old female *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ mice revealed an 85% increase in BV/TV associated with an increase in trabecular number and connectivity density and a decrease in structure model index (SMI) compared with controls. Bone histomorphometry of 4-month-old *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ female mice demonstrated an ∼50% decrease in osteoclast number and ∼35% decrease in eroded surface, compared with littermate controls, confirming that HES1 is required for osteoclast differentiation and function *in vivo* (Table 3 and Fig. 5). Osteoblast number and bone formation were not affected by the *Hes1* deletion.

**Table 2:** Femoral microarchitecture assessed by μCT of 2- and 4-month-old *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ mice and sex-matched littermate controls

Two months old	Males		Females	
	Control	*Hes1*^*Δ/Δ*^	Control	*Hes1*^*Δ/Δ*^
	n = 3	n = 6	n = 6–7	n = 14
Distal femur trabecular bone				
BV/TV (%)	19.3 ± 3.8	20.4 ± 3.3	10.4 ± 1.4	13.0 ± 1.0^a^
Trabecular separation (μm)	150 ± 9	140 ± 8	206 ± 11	180 ± 10^a^
Trabecular number (1/mm)	6.6 ± 0.6	7.3 ± 0.3^a^	5.0 ± 0.3	5.6 ± 0.3^a^
Trabecular thickness (μm)	44 ± 6	42 ± 2	39 ± 2	39 ± 3
Connectivity density (1/mm^3^)	391 ± 34	474 ± 35^a^	220 ± 37	322 ± 40^a^
Structure model index	1.7 ± 0.3	1.6 ± 0.4	2.3 ± 0.3	2.2 ± 0.2
Density of material (mg HA/cm^3^)	849 ± 28	797 ± 50	814 ± 56	801 ± 55
Femoral midshaft cortical bone				
BV/TV (%)	88.6 ± 1.4	88.0 ± 0.4	88.5 ± 0.8	88.1 ± 1.2
Porosity (%)	11.4 ± 1.4	12.0 ± 0.4	11.5 ± 0.8	11.9 ± 1.2
Cortical thickness (μm)	147 ± 13	144 ± 5	141 ± 7	144 ± 12
Total area (mm^2^)	2.0 ± 0.1	2.0 ± 0.2	1.8 ± 0.2	1.8 ± 0.1
Bone area (mm^2^)	0.9 ± 0.1	0.8 ± 0.1	0.7 ± 0.0	0.7 ± 0.1
Periosteal perimeter (mm)	5.1 ± 0.2	5.0 ± 0.2	4.8 ± 0.0	4.7 ± 0.2
Endocortical perimeter (mm)	3.8 ± 0.1	3.8 ± 0.2	3.7 ± 0.1	3.6 ± 0.1
Density of material (mg HA/cm^3^)	1071 ± 45	1040 ± 13	1079 ± 42	1062 ± 42

Four months old	Males		Females	
	Control	*Hes1*^*Δ/Δ*^	Control	*Hes1*^*Δ/Δ*^
	n = 6	n = 11–12	n = 6	n = 10
Distal femur trabecular bone				
BV/TV (%)	15.8 ± 3.0	17.9 ± 1.7	4.6 ± 1.0	8.5 ± 2.8^a^
Trabecular separation (μm)	192 ± 15	174 ± 10^a^	302 ± 27	255 ± 17^a^
Trabecular number (1/mm)	5.2 ± 0.5	5.7 ± 0.3	3.3 ± 0.3	4.0 ± 0.3^a^
Trabecular thickness (μm)	44 ± 2	42 ± 4	37 ± 3	40 ± 7
Connectivity density (1/mm^3^)	212 ± 44	271 ± 40^a^	82 ± 23	158 ± 44^a^
Structure model index	1.4 ± 0.4	1.2 ± 0.2	2.8 ± 0.1	2.2 ± 0.3^a^
Density of material (mg HA/cm^3^)	903 ± 26	908 ± 24	902 ± 27	896 ± 28
Femoral midshaft cortical bone				
BV/TV (%)	91.7 ± 2.0	90.0 ± 2.6	92.0 ± 0.4	91.8 ± 0.6
Porosity (%)	8.3 ± 2.0	10.0 ± 2.6	8.0 ± 0.4	8.2 ± 0.6
Cortical thickness (μm)	182 ± 13	174 ± 10	186 ± 6	184 ± 7
Total area (mm^2^)	2.1 ± 0.2	2.2 ± 0.2	1.7 ± 0.1	1.8 ± 0.1^a^
Bone area (mm^2^)	1.0 ± 0.1	1.0 ± 0.1	0.8 ± 0.0	0.9 ± 0.0^a^
Periosteal perimeter (mm)	5.2 ± 0.2	5.3 ± 0.2	4.6 ± 0.1	4.8 ± 0.1^a^
Endocortical perimeter (mm)	3.7 ± 0.2	3.8 ± 0.2	3.3 ± 0.2	3.4 ± 0.1
Density of material (mg HA/cm^3^)	1168 ± 25	1166 ± 19	1190 ± 37	1193 ± 22

μCT was performed on distal femurs for trabecular bone and midshaft for cortical bone. Values are means ± SD.

a Significantly different from control, *p* < 0.05.

**Figure 4:**
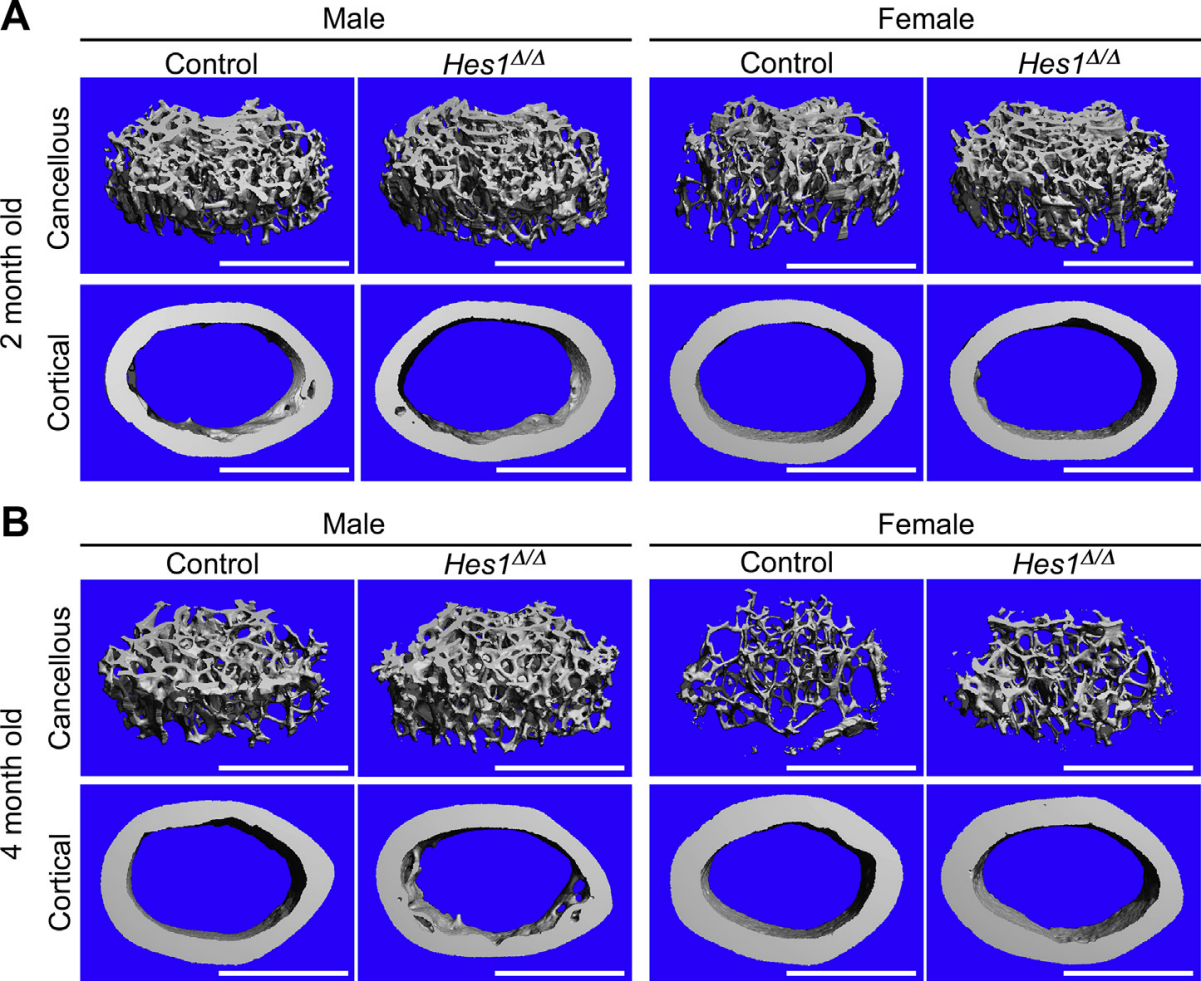
**Inactivation of *Hes1* in *Ctsk*-expressing cells increases bone volume in female mice.** Representative microcomputed tomography image of femurs from 2- (*A*) and 4-month-old (*B*) male and female *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ mice and *Hes1*^*loxP/loxP*^ sex-matched control littermates. The scale bar in the *right corner* represents 1 mm.

**Table 3:** Cancellous bone histomorphometry of 4-month-old *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ female mice and sex-matched littermate controls

Distal femur trabecular bone	Control	*Hes1*^*Δ/Δ*^
	n = 4–5	n = 6–8
BV/TV (%)	9.3 ± 2.3	13.6 ± 2.2^a^
Trabecular separation (μm)	317 ± 69	229 ± 38^a^
Trabecular number (1/mm)	3.0 ± 0.7	3.9 ± 0.5^a^
Trabecular thickness (μm)	31 ± 3.2	34 ± 4.0
Osteoblast surface/bone surface (%)	15.9 ± 2.2	15.3 ± 2.0
Osteoblasts/bone perimeter (1/mm)	12.4 ± 2.6	12.6 ± 1.6
Osteoclast surface/bone surface (%)	24.4 ± 8.1	12.6 ± 3.5^a^
Osteoclasts/bone perimeter (1/mm)	8.3 ± 2.1	4.7 ± 1.1^a^
Eroded surface/bone surface (%)	16.5 ± 6.5	10.6 ± 2.4^a^
Mineral apposition rate (μm/day)	1.7 ± 0.1	1.8 ± 0.4
Mineralizing surface/bone surface (%)	31.1 ± 5.1	32.8 ± 2.5
Bone formation rate (μm^3^/μm^2^/day)	0.5 ± 0.1	0.6 ± 0.1

Bone histomorphometry was performed on distal femurs from 4-month-old *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ female mice and sex-matched littermate controls. Values are means ± SD.

a Significantly different from control, *p* < 0.05.

**Figure 5:**
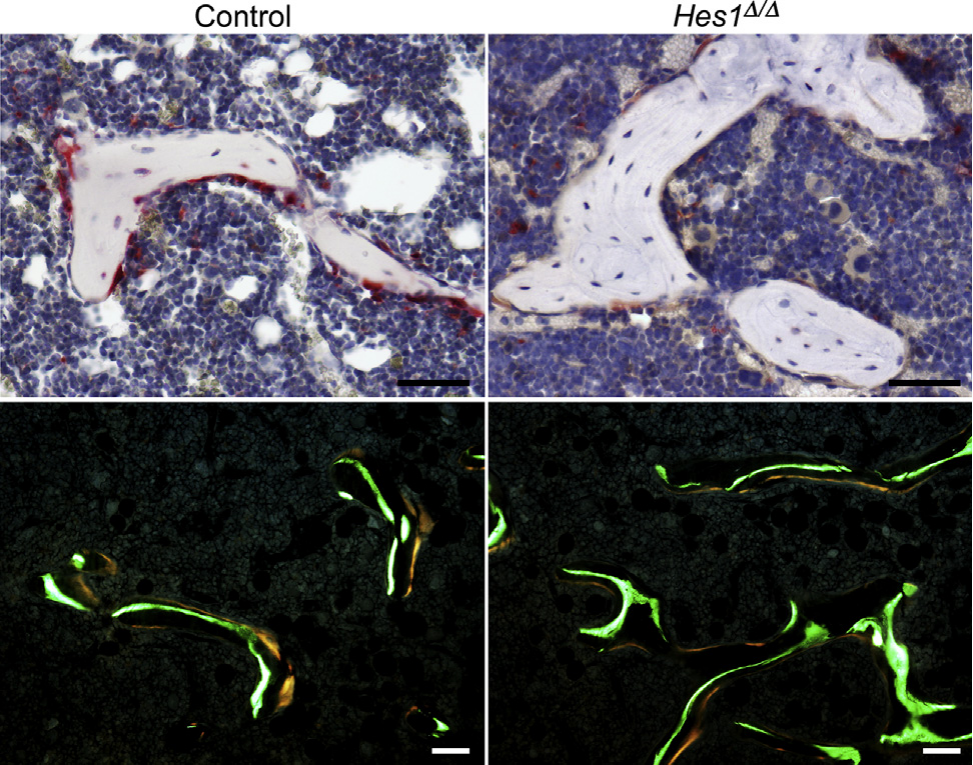
**Inactivation of *Hes1* in *Ctsk*-expressing cells decreases osteoclast number and bone resorption *in vivo*.** Representative static (*upper panels*) and dynamic (*lower panels*) cancellous bone histomorphometry of the distal femur from 4-month-old *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ female mice and *Hes1*^*loxP/loxP*^ sex-matched control littermates. The scale bar in the *right corner* represents 50 μm.

### Inactivation of Hes1 decreases osteoclast differentiation *in vitro*

To confirm that the phenotype of *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ mice was due to a decrease in osteoclast differentiation, BMMs derived from *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ and control littermates were cultured in the presence of M-CSF and RANKL. *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ cultures revealed a 42% decrease in osteoclast number when compared with cells from littermate controls (Fig. 6). The number of osteoclasts with high number of nuclei was decreased in *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ cultures compared with controls, indicating that the size of osteoclasts was reduced because of a decrease in the fusion capacity of *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ cells. Mature osteoclasts have a distinct cytoskeletal structure, namely the sealing zone, a circular actin-rich structure formed by podosomes in a cluster to create a ring that is tightly adherent to the bone matrix for efficient bone resorption (33). Phalloidin staining of osteoclasts from *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ mice cultured on bone slices revealed smaller sealing zones than controls and a ∼30% decrease in the perimeter of the sealing zone (Fig. 6). *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ osteoclasts also exhibited a ∼60% decrease in total bone resorption area, indicating a decrease in osteoclast resorptive activity (Fig. 6).

**Figure 6:**
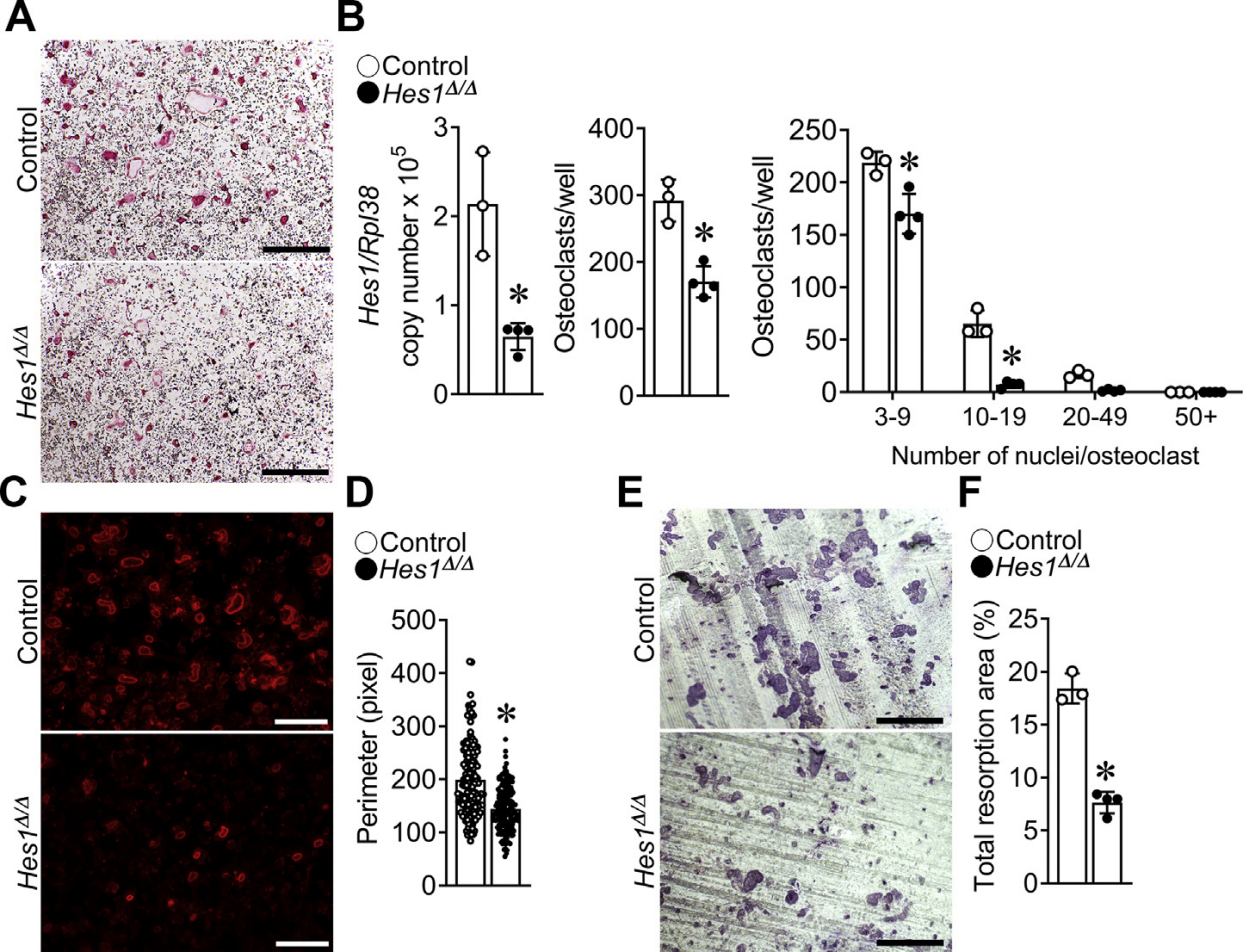
**Number, size, and resorptive capacity are decreased in *Ctsk***^***Cre/WT***^***;Hes1***^***Δ/Δ***^**osteoclasts.** BMMs derived from 2-month-old *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ (*closed circles*) mice and control littermates (*open circles*) were cultured for 4 days in the presence of M-CSF at 30 ng/ml and of RANKL at 10 ng/ml in cell culture–coated plates (*A* and *B*) or bone discs (*C*–*F*). *A*, representative images of TRAP-stained multinucleated cells in cell culture–coated plates are shown. The scale bar in the *right corner* represents 500 μm. *B*, *Hes1* transcript levels were measured by quantitative RT–PCR in total RNA from osteoclasts. Transcript levels are reported as copy number corrected for *Rpl38* (*left*). TRAP-positive cells with more than three nuclei were considered osteoclasts and counted (*middle*). TRAP-positive cells with differential counting of nuclei/osteoclast are shown (*right*). *C*, representative images of Alexa Fluor 594 phalloidin-stained multinucleated cells on bone discs are shown. The scale bar in the *right corner* represents 100 μm. *D*, the perimeter of sealing zones was measured in n = 145 osteoclasts from control and n = 139 osteoclasts from *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ cultures. *E*, representative images of toluidine blue–stained resorption pits. The scale bar in the *right corner* represents 200 μm. *F*, the total resorption pit area was measured (%). Values are means ± SD; n = 3 or 4 biological replicates for control and *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^. ∗Significantly different between *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^ and control, *p* < 0.05. BMM, bone marrow–derived macrophage; M-CSF, macrophage colony-stimulating factor; RANKL, receptor activator of NF-κB ligand; TRAP, tartrate resistant acid phosphatase.

### Induction of HES1 in osteoclasts causes osteopenia

To determine the effect of the HES1 induction on osteoclastogenesis *in vivo*, homozygous *Rosa*^*[STOP]Hes1*^ mice were crossed with *Ctsk*^*Cre/WT*^ mice for the creation of *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ experimental mice and *Rosa*^*[STOP]Hes1*^ littermate controls. *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice appeared healthy, and their weight was not different from that of littermate controls (Fig. S3). *Ctsk*^*Cre*^-mediated recombination was demonstrated in genomic DNA from tibiae of *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice, and *Hes1* mRNA levels were increased in bone extracts from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice.

Femoral architecture of 10-week-old male and female *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice revealed a 30% decrease in BV/TV associated with a decrease in connectivity and an increase in SMI in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice that reached statistical significance in female but not in male mice (Table 4). Bone histomorphometry of 10-week-old female *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice demonstrated a 1.7-fold increase in osteoclast surface and number, and approximately twofold increase in eroded surface, when compared with littermate controls, confirming that HES1 increases osteoclast differentiation and function *in vivo* (Table 5 and Fig. 7).

**Table 4:** Femoral microarchitecture assessed by μCT of 10-week-old *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice and sex-matched littermate controls

μCT parameters	Males		Females	
	Control	*Rosa*^*Hes1*^	Control	*Rosa*^*Hes1*^
	n = 7	n = 9	n = 6	n = 6
Distal femur trabecular bone				
BV/TV (%)	12.5 ± 2.6	10.5 ± 4.1	4.7 ± 0.7	3.3 ± 0.6^a^
Trabecular separation (μm)	206 ± 26	225 ± 25	313 ± 33	346 ± 54
Trabecular number (1/mm)	4.9 ± 0.6	4.5 ± 0.5	3.3 ± 0.3	3.0 ± 0.4
Trabecular thickness (μm)	44 ± 5	42 ± 6	39 ± 3	39 ± 4
Connectivity density (1/mm^3^)	280 ± 82	214 ± 83	92 ± 19	46 ± 18^a^
Structure model index	2.0 ± 0.3	2.1 ± 0.5	2.7 ± 0.2	3.0 ± 0.3^a^
Density of material (mg HA/cm^3^)	980 ± 10	973 ± 9.7	995 ± 9	993 ± 16
Femoral midshaft cortical bone				
BV/TV (%)	89.4 ± 0.1	88.8 ± 0.8	87.3 ± 0.8	87.8 ± 1.1
Porosity (%)	10.6 ± 0.1	11.2 ± 0.8	12.7 ± 0.8	12.2 ± 1.1
Cortical thickness (μm)	191 ± 14	186 ± 17	152 ± 10	159 ± 17
Total area (mm^2^)	2.3 ± 0.2	2.2 ± 0.3	1.8 ± 0.1	1.7 ± 0.1
Bone area (mm^2^)	1.1 ± 0.1	1.1 ± 0.2	0.8 ± 0.1	0.8 ± 0.1
Periosteal perimeter (mm)	5.4 ± 0.3	5.2 ± 0.4	4.7 ± 0.2	4.6 ± 0.2
Endocortical perimeter (mm)	3.9 ± 0.2	3.7 ± 0.2	3.5 ± 0.2	3.4 ± 0.1
Density of material (mg HA/cm^3^)	1181 ± 12	1187 ± 18	1195 ± 14	1195 ± 16

μCT was performed on distal femurs for trabecular bone and midshaft for cortical bone. Values are means ± SD.

a Significantly different from control, *p* < 0.05.

**Table 5:** Cancellous bone histomorphometry of 10-week-old *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ female mice and sex-matched littermate controls

Distal femur trabecular bone	Control	*Rosa*^*Hes1*^
	n = 3–4	n = 3–5
BV/TV (%)	11.2 ± 1.4	8.2 ± 1.6^a^
Trabecular separation (μm)	286 ± 42	383 ± 60^a^
Trabecular number (1/mm)	3.1 ± 0.4	2.4 ± 0.4^a^
Trabecular thickness (μm)	35 ± 3.0	34 ± 2.9
Osteoblast surface/bone surface (%)	17.2 ± 5.6	16.9 ± 3.8
Osteoblasts/bone perimeter (1/mm)	11.3 ± 3.1	12.4 ± 1.5
Osteoclast surface/bone surface (%)	10.8 ± 1.7	18.7 ± 1.4^a^
Osteoclasts/bone perimeter (1/mm)	4.1 ± 0.6	6.8 ± 0.8^a^
Eroded surface/bone surface (%)	12.3 ± 2.8	23.1 ± 4.3^a^
Mineral apposition rate (μm/day)	1.7 ± 0.3	1.4 ± 0.7
Mineralizing surface/bone surface (%)	17.7 ± 7.7	18.7 ± 2.8
Bone formation rate (μm^3^/μm^2^/day)	0.3 ± 0.2	0.3 ± 0.1

Bone histomorphometry was performed on distal femurs from 10-week-old *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ female mice and sex-matched littermate controls. Values are means ± SD.

a Significantly different from control, *p* < 0.05.

**Figure 7:**
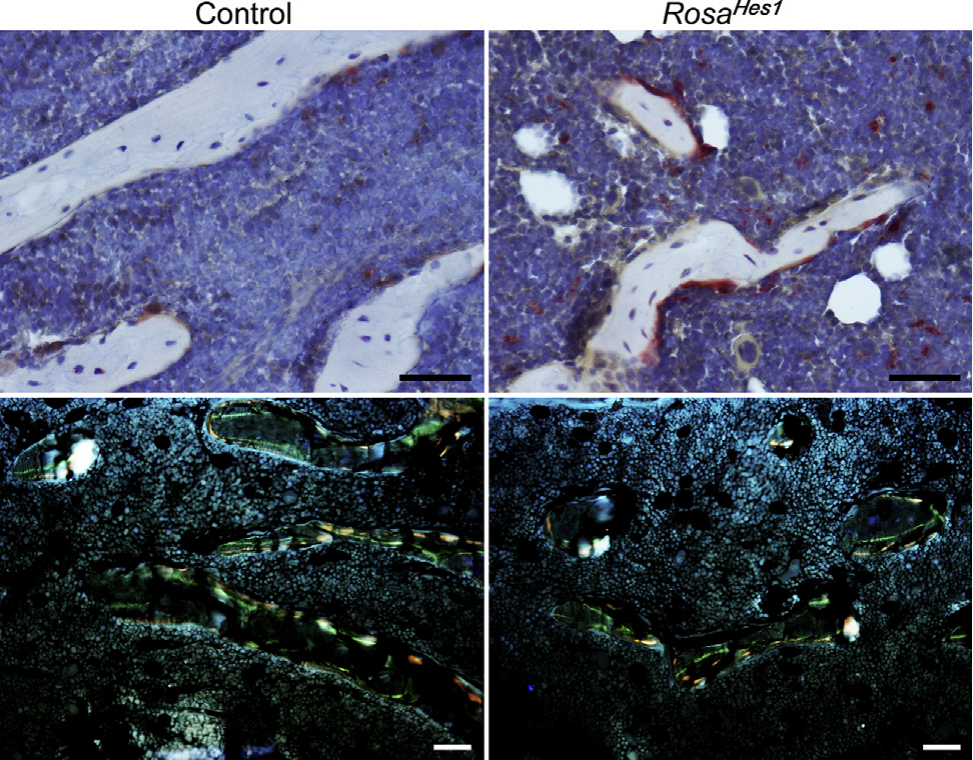
**Activation of HES1 in *Ctsk*-expressing cells increases osteoclast number and bone resorption *in vivo*.** Representative static (*upper panels*) and dynamic (*lower panels*) cancellous bone histomorphometry of the distal femur from 10-week-old *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ female mice and sex-matched littermate controls. The scale bar in the *right corner* represents 50 μm. HES1, hairy and enhancer of split 1.

### Induction of HES1 enhances osteoclast differentiation *in vitro*

To verify that the phenotype of *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice was due to a direct effect in cells of the osteoclast lineage, BMMs from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ and control littermates were cultured in the presence of M-CSF and RANKL. BMMs from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice exhibited a 4.5-fold increase in osteoclast number in comparison to cells from littermate controls (Fig. 8). In addition, osteoclasts with a high number of nuclei were significantly increased in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ cultures compared with controls, indicating that the size of osteoclasts was larger because of highly activated fusion in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ cells. Phalloidin staining of osteoclasts from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice cultured on bone slices confirmed larger cells with sealing zones that were 25% larger than in cells from control littermates (Fig. 8). Accordingly, *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts exhibited a sixfold increase in total resorption pit area (Fig. 8), indicating enhanced bone resorptive capacity in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts.

**Figure 8:**
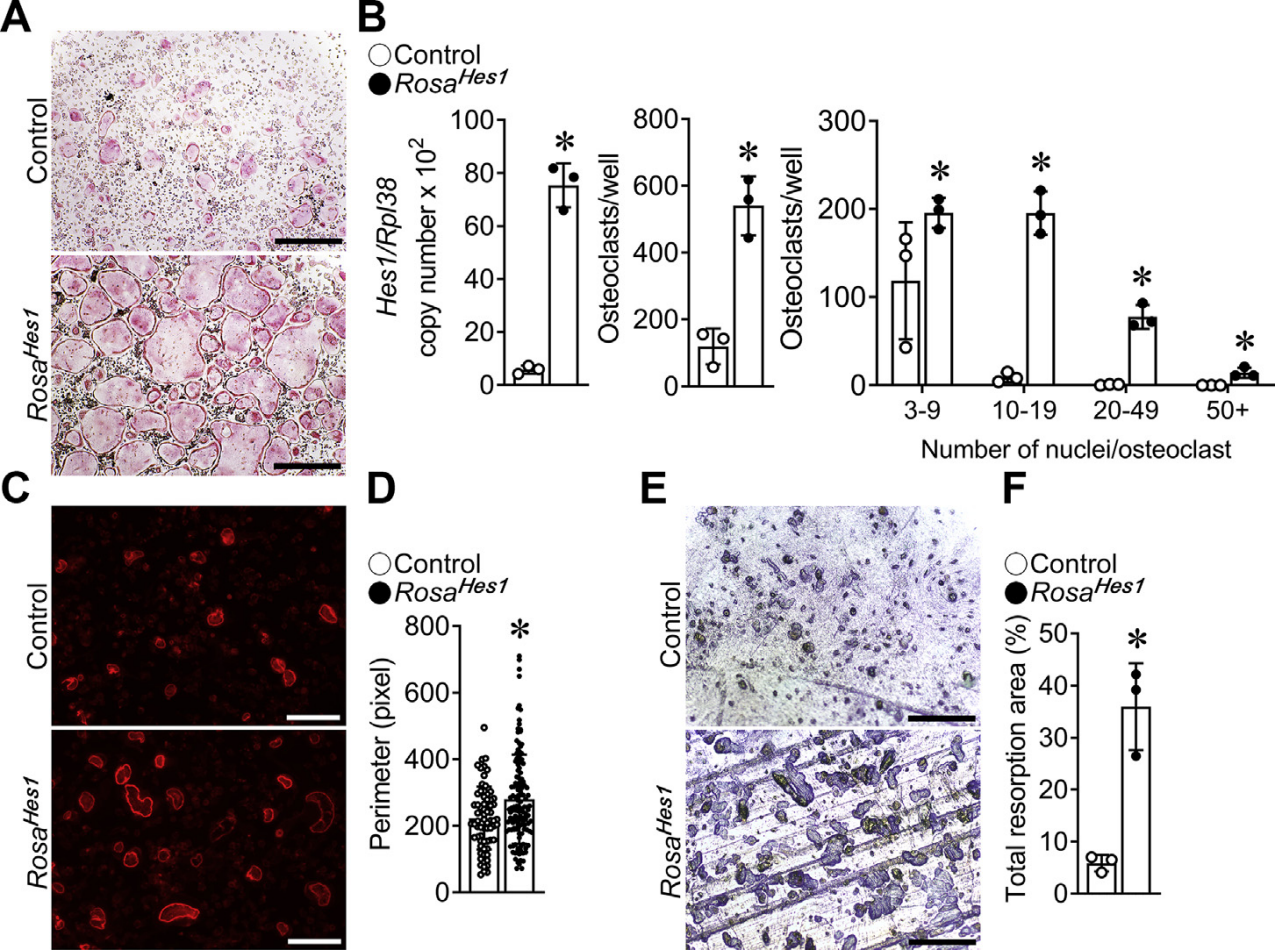
**Number, size, and resorptive capacity are increased in *Ctsk***^***Cre/WT***^***;Rosa***^***Hes1***^**osteoclasts.** BMMs derived from 10-week-old *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ (*closed circles*) mice and control littermates (*open circles*) were cultured for 4 days in the presence of M-CSF at 30 ng/ml and of RANKL at 10 ng/ml in cell culture–coated plates (*A* and *B*) or bone discs (*C*–*F*). *A*, representative images of TRAP-stained multinucleated cells in cell culture–coated plates are shown. The scale bar in the *right corner* represents 500 μm. *B*, *Hes1* transcript levels were measured by quantitative RT–PCR in total RNA from osteoclasts. Transcript levels are reported as copy number corrected for *Rpl38* (*left*). TRAP-positive cells with more than three nuclei were considered osteoclasts and counted (*middle*). TRAP-positive cells with differential counting of nuclei/osteoclast are shown (*right*). *C*, representative images of Alexa Fluor 594 phalloidin-stained multinucleated cells on bone discs are shown. The scale bar in the *right corner* represents 100 μm. *D*, the perimeter of sealing zones was measured in n = 68 osteoclasts from control and in n = 131 osteoclasts from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ cultures. *E*, representative images of toluidine blue–stained resorption pits. The scale bar in the *right corner* represents 200 μm. *F*, the total resorption pit area was measured (%). Values are means ± SD; n = 3 biological replicates for control and *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^. ∗Significantly different between *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ and control, *p* < 0.05. BMM, bone marrow–derived macrophage; M-CSF, macrophage colony-stimulating factor; RANKL, receptor activator of NF-κB ligand; TRAP, tartrate resistant acid phosphatase.

### Mechanisms of HES1 action on osteoclastogenesis

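Osteoclasts form in culture from bone marrow–derived macrophages (BMMs) that receive macrophage colony-stimulating factor (M-CSF), which keeps the precursors alive and dividing, and receptor activator of NF-κB ligand (RANKL), which makes them differentiate and fuse. In *Ctsk* Cre/WT*;Rosa* Hes1 mice, here also called Rosa-Hes1, Cre made from the cathepsin K (*Ctsk*) gene, which is switched on as osteoclasts mature, releases the expression of HES1, a transcriptional repressor and Notch target, from the *Rosa26* locus. BMMs of 10-week-old mice were cultured for 4 days with M-CSF at 30 ng/ml and RANKL at 10 ng/ml, and RNA from 3 control and 3 Rosa-Hes1 cultures, described as biological replicates, was sequenced in a single pool. The authors trimmed the reads with Sickle, aligned them with HISAT2, removed PCR duplicates with Picard and counted reads per gene with HTSeq-count. The methods name a human genome for the alignment, but the submitters' processing notes name the mouse build GRCm38 and all gene identifiers in the deposited counts are mouse identifiers, so that positions are given here on GRCm38. The strand setting of the counting is not stated, which limits what can be said of genes that overlap another gene. The RNA came from whole cultures, and the paper reports more osteoclasts in Rosa-Hes1 than in control cultures. A larger share of osteoclasts and a change within each osteoclast were therefore not told apart. The values are whole-number counts, from 13038362 to 15956331 assigned to genes per library. They were normalized with edgeR's TMM factors and written as CPM, counts scaled to a common library size, and Rosa-Hes1 was compared with control in edgeR's quasi-likelihood test, with genes called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. The test covered the 16954 genes with at least 10 counts summed over the 6 libraries, and sets of related genes were tested as lists written before the data were examined.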

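*Hes1* (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) encodes the repressor itself, and reads from the coding sequence of the transgene are counted as *Hes1*. It had 0.517, 0.557 and 0.296 CPM in the control libraries, from 7, 9 and 4 counts, and 4.95, 4.83 and 6.91 CPM in the Rosa-Hes1 libraries, from 75, 74 and 95 counts. The mean rose from 0.457 ± 0.141 to 5.56 ± 1.17 CPM (SD, n = 3 each), a 11.8-fold difference (log2 fold change 3.57, standard error 0.33, adjusted p = 0.00477 from edgeR). With all libraries this was the highest log2 fold change among the called genes with a mean of at least 1 CPM. Without control replicate 3 it was 3.35, below those of *Mcoln3* (3.85), *Ak3l2-ps* (3.57) and *Rptoros* (3.52). *Notch2*, which encodes the receptor upstream of HES1 in these cells, had 140.1 ± 32.1 CPM in Rosa-Hes1 and 173 ± 7.11 CPM in control osteoclasts (SD, n = 3 each) and did not pass the test (log2 fold change -0.30, standard error 0.16, adjusted p = 0.276 from edgeR). *Rpl38*, the ribosomal protein gene to which the paper's quantitative RT–PCR is normalized, did not pass either (log2 fold change -0.10, standard error 0.06, adjusted p = 0.339 from edgeR). A first principal component with 38.1% of the variance of log2 CPM put the control libraries at -43.6, -15.7 and -18.0 and the Rosa-Hes1 libraries at 36.4, 2.76 and 38.2, so that Rosa-Hes1 replicate 2 lay closest to the controls. Correlations of log2 CPM between libraries of the same group were 0.986 to 0.990 across genes, which are not independent replicates.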

To understand the molecular mechanisms associated with the effect of HES1 on osteoclast differentiation, total RNA from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ and control osteoclasts was examined by RNA-Seq analysis. Ingenuity pathway analysis (IPA) revealed that ∼200 genes associated with cellular functions, including movement, spreading, cell–cell contact, and organization of the cytoskeleton, were upregulated in cells from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice (Fig. S4). 

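Cells move and spread by extending actin filaments at their edge, capping and severing the old ones, and following chemokine and semaphorin cues through surface receptors. In Rosa-Hes1 osteoclasts, genes for a semaphorin receptor, a tubulin and a chemokine receptor rose, and a gene for a filament-capping protein fell. *Plxnd1* (ENSMUSG00000030123, chromosome 6 from 115954811 to 115995005), which encodes the semaphorin receptor plexin D1, went from 653 ± 62.1 CPM in control to 994 ± 36.6 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change 0.61, standard error 0.08, adjusted p = 0.00661 from edgeR). *Tubb6*, a β-tubulin of the microtubules, had a log2 fold change of 0.68 (standard error 0.10, adjusted p = 0.00758 from the same test), and *Ccr1*, a receptor for chemokines that draw osteoclast precursors, of 0.72 (standard error 0.10, adjusted p = 0.00770 from the same test). *Capza1* (chromosome 3 from 104822779 to 104864505), which encodes a subunit of the protein that caps the growing ends of actin filaments, fell from 184 ± 3.41 to 129 ± 9.92 CPM (SD, n = 3 each; log2 fold change -0.51, standard error 0.07, adjusted p = 0.00758 from edgeR). These 4 had the smallest adjusted p of a list of 85 tested genes of the actin cytoskeleton and cell movement, of which 10 were higher, 10 were lower and 65 did not pass the test (12 higher and 10 lower when adjusted over the list alone). Its median log2 fold change was 0.00, and camera, which compares a list with all other genes, gave an adjusted p of 0.895 with its preset correlation between genes and 0.961 with an estimated correlation. After 1 library was left out, the adjusted p was under 0.05 throughout for *Plxnd1*, *Tubb6*, *Ccr1* and *Capza1* (up to 0.0445). Higher genes of the list then numbered 4 without control replicate 1, control replicate 3 or Rosa-Hes1 replicate 1, 9 without control replicate 2, 16 without Rosa-Hes1 replicate 2 and 6 without Rosa-Hes1 replicate 3. Lower genes numbered 2 without control replicate 1, 7 without control replicate 2, 1 without control replicate 3 or Rosa-Hes1 replicate 1, 9 without Rosa-Hes1 replicate 2 and 3 without Rosa-Hes1 replicate 3. Over all genes, 1399 passed the test, 991 higher and 408 lower in Rosa-Hes1, and 213 of the former and 11 of the latter changed by 2-fold or more. Every one of the 1399 had all 3 Rosa-Hes1 libraries above or all 3 below the controls. The test favors such genes, so this is not separate evidence. Among all tested genes 31.2% did, where chance gives 10%. Genes are not independent of each other, and the difference between these shares was not tested. The number called was 369, 815 and 393 without control replicate 1, 2 or 3 and 265, 2646 and 519 without Rosa-Hes1 replicate 1, 2 or 3.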

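Mature osteoclasts are multinucleated because mononuclear precursors fuse, and fusion needs membrane proteins that appear only as the precursors differentiate. Transcripts of 3 such proteins rose in Rosa-Hes1 osteoclasts. *Dcstamp* (ENSMUSG00000022303, chromosome 15 from 39745930 to 39760938) encodes DC-STAMP, the multipass receptor without which precursors stay mononuclear, and it went from 264 ± 78.9 CPM in control to 548 ± 21.5 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each). This is a 2.08-fold rise (log2 fold change 1.05, standard error 0.19, adjusted p = 0.0222 from edgeR). *Ocstamp* (ENSMUSG00000027670, chromosome 2 from 165393760 to 165400405) encodes OC-STAMP, its relative that acts beside it, and rose from 217 ± 48.3 to 359 ± 31.9 CPM (SD, n = 3 each; log2 fold change 0.73, standard error 0.15, adjusted p = 0.0280 from edgeR). *Atp6v0d2* (ENSMUSG00000028238, chromosome 4 from 19876841 to 19922605), a subunit of the vacuolar proton pump that also takes part in fusion, was the most abundant of the 3, with 805 ± 109 CPM in control and 1322 ± 71.2 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change 0.72, standard error 0.10, adjusted p = 0.00758 from edgeR). Without a filter on low counts, the adjusted p of *Dcstamp* was 0.0882 and that of *Ocstamp* 0.0608. Of the 3 genes, those that stayed past the threshold when 1 library was left out numbered 2 without control replicate 1, 3 without control replicate 2 or Rosa-Hes1 replicate 2 and 1 without control replicate 3, Rosa-Hes1 replicate 1 or Rosa-Hes1 replicate 3.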

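The list of 32 tested genes of cell-cell fusion, to which these 3 belong, had 7 higher and 2 lower genes in Rosa-Hes1 osteoclasts (9 higher and 3 lower when adjusted over the list alone). The higher genes included *Tfrc*, the transferrin receptor that supplies iron to fusing precursors (0.57, standard error 0.09, adjusted p = 0.0121), *Mmp9*, a matrix metalloproteinase of migrating osteoclasts (0.73, standard error 0.11, adjusted p = 0.00997), and *Sh3pxd2a*, the podosome scaffold TKS5 (0.76, standard error 0.09, adjusted p = 0.00559), each given as its log2 fold change in edgeR. *Adam8*, a surface metalloproteinase, and *Cd47*, the ligand of the fusion receptor SIRPα, fell and were chosen for mention after their values were seen. *Adam8* had a log2 fold change of -0.51 (standard error 0.12, adjusted p = 0.0343 from edgeR) and *Cd47* of -0.28 (standard error 0.06, adjusted p = 0.0372 from the same test). The median log2 fold change of the list was 0.06, and its adjusted p from camera was 0.225 (0.822 with an estimated correlation, 0.705 without the 3 genes that the paper names). The number of higher genes was 5 without control replicate 1, 8 without control replicate 2, 4 without control replicate 3, Rosa-Hes1 replicate 1 or Rosa-Hes1 replicate 3 and 6 without Rosa-Hes1 replicate 2. That of lower genes was 0 without control replicate 1, control replicate 3, Rosa-Hes1 replicate 1 or Rosa-Hes1 replicate 3, 1 without control replicate 2 and 2 without Rosa-Hes1 replicate 2.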

Known fusion markers of osteoclastogenesis, such as *Ocstamp*, *Dcstamp*, and *Atp6v0d2*, were significantly increased in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts compared with controls (Fig. 9) (34, 35, 36, 37, 38, 39). Tetraspanins, a family of 32 distinct members, are known to affect cell–cell fusion, motility, and sealing zone formation (40, 41, 42). Among the tetraspanins, the transcripts of *Cd9*, *Cd63*, *Cd82*, *Tspan5*, *Tspan7*, and *Tspan10* were expressed in osteoclasts and significantly increased in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts. 

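Tetraspanins are small membrane proteins that gather integrins and other receptors into patches of the cell membrane. Of those that passed the test, *Tspan7* and *Cd9* rose most. *Tspan7* (ENSMUSG00000058254, chromosome X from 10485158 to 10596605) encodes a tetraspanin tied to the podosome belt, the ring of actin dots that becomes the sealing zone, and rose from 23.7 ± 3.98 CPM in control to 71.3 ± 18.2 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each), a 3.01-fold difference (log2 fold change 1.59, standard error 0.20, adjusted p = 0.00824 from edgeR). *Cd9* (ENSMUSG00000030342, chromosome 6 from 125460266 to 125494791), which encodes a partner of fusion proteins in several cell types, rose from 75.7 ± 7.62 to 172 ± 36.9 CPM (SD, n = 3 each; log2 fold change 1.18, standard error 0.15, adjusted p = 0.00758 from edgeR). For *Cd82*, a tetraspanin first known as a suppressor of metastasis, the log2 fold change was 0.83 (standard error 0.14, adjusted p = 0.0149 from the same test). It was 0.60 (standard error 0.10, adjusted p = 0.0104 from the same test) for *Tspan5*, which carries the protease ADAM10 to the cell surface, and 0.47 (standard error 0.10, adjusted p = 0.0273 from the same test) for *Cd63*, a protein of late endosomes and lysosomes. *Tspan10*, the relative of *Tspan5* with the fewest reads of the 6, had 1.26 ± 0.539 CPM in control and 2.99 ± 0.574 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each) and an adjusted p just over the threshold (log2 fold change 1.22, standard error 0.33, adjusted p = 0.0550 from edgeR), and its adjusted p ran from 0.0156 to 0.187 over 16 other ways of analysis. Of the 31 tetraspanin genes listed, 26 had enough counts to be tested, and 6 of these were higher, none was lower and 20 did not pass (7 higher when adjusted over the list alone, 7 higher and 0 lower with DESeq2, 8 at an unadjusted p under 0.05). The member outside those the paper names was *Tspan14*, another partner of ADAM10 (log2 fold change 0.76, standard error 0.13, adjusted p = 0.0147 from edgeR). Its adjusted p with 1 library left out was over 0.05 unless that library was control replicate 3 or Rosa-Hes1 replicate 2 (0.0507 to 0.0636). The median log2 fold change of the family was 0.06, and camera gave an adjusted p of 0.0783 (0.822 with an estimated correlation). Over the 20 tested members that the paper does not name, camera gave an adjusted p of 0.869. Of the 6 that the paper names, 5 passed the test with all libraries and 4 without control replicate 1, 5 without control replicate 2, 3 without control replicate 3 or Rosa-Hes1 replicate 3, 2 without Rosa-Hes1 replicate 1 and 6 without Rosa-Hes1 replicate 2.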

Analysis of altered canonical pathway in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts by IPA revealed upregulation of integrin signaling in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts (Fig. S5). 

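Integrins bind the bone matrix outside the cell and, inside it, recruit kinases and adaptors that build podosomes, the actin-rich contacts of osteoclasts. A list of 79 genes of integrin signaling and podosomes had 20 higher and 5 lower members in Rosa-Hes1 osteoclasts, and 54 did not pass the test (23 higher and 6 lower when adjusted over the list alone). Its median log2 fold change was 0.11. The adjusted p from camera was 0.00458 for a shift to higher expression with the preset correlation of 0.01, 0.0563 without the 7 genes that the paper names, and 0.822 with an estimated correlation. Among the higher members was *Pstpip1* (chromosome 9 from 56089962 to 56128888), which encodes an adaptor that bends membranes at podosomes and rose from 334 ± 36.1 to 589 ± 56.5 CPM (SD, n = 3 each; log2 fold change 0.82, standard error 0.10, adjusted p = 0.00565 from edgeR). The 5 lower members were chosen for mention after their values were seen. They were *Lpxn*, the paxillin relative leupaxin (log2 fold change -0.51, standard error 0.08, adjusted p = 0.00883 from edgeR), *Ptk2*, the focal adhesion kinase FAK (log2 fold change -0.50, standard error 0.09, adjusted p = 0.0168 from edgeR), *Dock1*, an activator of RAC (log2 fold change -0.43, standard error 0.08, adjusted p = 0.0206 from edgeR), *Itgb5*, the β5 integrin chain that precursors carry before β3 replaces it (log2 fold change -0.52, standard error 0.11, adjusted p = 0.0256 from edgeR), and *Fyn*, a kinase of the SRC family (log2 fold change -0.51, standard error 0.11, adjusted p = 0.0283 from edgeR). Higher members numbered 9 without control replicate 1 or control replicate 3, 18 without control replicate 2, 7 without Rosa-Hes1 replicate 1, 22 without Rosa-Hes1 replicate 2 and 11 without Rosa-Hes1 replicate 3. Lower members numbered 1 without control replicate 1, control replicate 3 or Rosa-Hes1 replicate 3, 5 without control replicate 2, 0 without Rosa-Hes1 replicate 1 and 7 without Rosa-Hes1 replicate 2.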

Osteoclasts express αvβ3 integrins, and they play a role in the adhesion of osteoclasts to bone matrix, cytoskeletal organization, and sealing zone formation (33, 43, 44). Expression of genes associated with integrin signaling, including *itgb3* (integrin β3), *Src*, *Syk*, *Rac2*, *Vav3*, *Vcl* and *Dock5*, was upregulated in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts (Fig. 9). 

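The αvβ3 integrin signals through SRC and SYK to VAV3, which loads RAC GTPases and so reshapes actin at the sealing zone, while vinculin ties integrins to the actin filaments. *Itgb3* (ENSMUSG00000020689, chromosome 11 from 104608000 to 104670476), the β3 chain, rose from 535 ± 38.3 CPM in control to 916 ± 104 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each), a 1.71-fold difference (log2 fold change 0.78, standard error 0.10, adjusted p = 0.00566 from edgeR). *Vcl* (ENSMUSG00000021823, chromosome 14 from 20929398 to 21033676, which overlaps *Ap3m1*) encodes vinculin and rose from 88.2 ± 6.83 to 142 ± 6.92 CPM (SD, n = 3 each; log2 fold change 0.69, standard error 0.08, adjusted p = 0.00520 from edgeR). The kinase genes rose as well, *Src* (chromosome 2 from 157418444 to 157471862) with a log2 fold change of 0.65 (standard error 0.11, adjusted p = 0.0143 from the same test) and *Syk* (chromosome 13 from 52583173 to 52648792) with 0.46 (standard error 0.09, adjusted p = 0.0228 from the same test). *Vav3*, the exchange factor, had a log2 fold change of 0.52 (standard error 0.13, adjusted p = 0.0480 from the same test), closest of the 7 to the threshold. *Rac2*, the RAC GTPase of blood cells, had 0.53 (standard error 0.10, adjusted p = 0.0186 from the same test), and *Dock5*, another RAC activator needed for the sealing zone, had 0.52 (standard error 0.10, adjusted p = 0.0223 from the same test). The paper reports all 7 as upregulated from these libraries, so that their passing here is not independent evidence. *Itgb3* and *Vcl* stayed under an adjusted p of 0.05 whichever library was left out, with highest values of 0.0329 and 0.0329. Of the 7 genes together, the number that passed was 2 without control replicate 1 or Rosa-Hes1 replicate 1, 6 without control replicate 2, 3 without control replicate 3 or Rosa-Hes1 replicate 3 and 7 without Rosa-Hes1 replicate 2.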

The transcriptional repressors of *Nfatc1*, including *Bcl6*, *Mafb*, *Id1*, and *Irf8*, were decreased, and *Nfatc1* was increased in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts; B lymphocyte–induced maturation protein 1 (*Blimp1*) was not affected (45, 46, 47, 48). 

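NFATc1 is the transcription factor that drives the osteoclast program, and BCL6, ID1 and IRF8 hold it back in precursors. BLIMP1, encoded by *Prdm1*, removes such repressors when RANKL is present. *Nfatc1* (ENSMUSG00000033016, chromosome 18 from 80606205 to 80713071) rose from 503 ± 63.9 CPM in control to 698 ± 33.7 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change 0.47, standard error 0.09, adjusted p = 0.0225 from edgeR). *Bcl6*, *Id1* and *Irf8* had log2 fold changes under 0, with every Rosa-Hes1 library below every control library, but none reached an adjusted p under 0.05 in edgeR. *Bcl6* (chromosome 16 from 23965052 to 23988852), a zinc finger repressor, had 54.2 ± 8.59 CPM in control and 43.3 ± 0.903 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change -0.32, standard error 0.11, adjusted p = 0.113 from edgeR). *Id1*, an inhibitor of basic helix-loop-helix factors, had a log2 fold change of -0.55 (standard error 0.15, adjusted p = 0.0614 from edgeR), and *Irf8*, an interferon regulatory factor of macrophages whose locus overlaps *Gm20388*, of -0.38 (standard error 0.12, adjusted p = 0.0925 from the same test). With the Wald test of DESeq2, the paper's tool, the adjusted p was 0.0241 for *Id1*, 0.0389 for *Irf8* and 0.0739 for *Bcl6*. Over 16 other ways of analysis it ran over 0.0157 to 0.206, 0.0363 to 0.241 and 0.0290 to 0.321, respectively. Without control replicate 2 edgeR gave 0.0290 for *Bcl6* and 0.0379 for *Id1*. *Nfatc1* had an adjusted p of 0.0869 without control replicate 1, 0.0683 without control replicate 3, 0.0695 without Rosa-Hes1 replicate 1 and 0.0681 without Rosa-Hes1 replicate 3. *Prdm1* had 122 ± 20.0 CPM in control and 146 ± 10.6 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each) and did not pass the test (log2 fold change 0.26, standard error 0.12, adjusted p = 0.202 from edgeR).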

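Interleukin 1β acts on osteoclasts and their precursors through the receptor encoded by *Il1r1*, which signals to NF-κB and prolongs osteoclast survival and resorption. The receptor gene rose in Rosa-Hes1 osteoclasts, and the cytokine gene differed more between the Rosa-Hes1 libraries. *Il1r1* (ENSMUSG00000026072, chromosome 1 from 40225080 to 40317257) went from 5.21 ± 2.11 CPM in control to 15.9 ± 1.78 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each), a 3.03-fold difference (log2 fold change 1.60, standard error 0.27, adjusted p = 0.0150 from edgeR). *Il1b* (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139), which overlaps the antisense gene *Il1bos*, had 3.75 ± 1.20 CPM in control and 9.16 ± 3.81 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each). Its libraries had 4.35, 4.52 and 2.37 CPM in control and 11.1, 4.76 and 11.6 CPM in Rosa-Hes1 osteoclasts, and the difference did not pass the test (log2 fold change 1.28, standard error 0.38, adjusted p = 0.0803 from edgeR). The adjusted p of *Il1b* was 0.00628 with DESeq2's Wald test and 0.00691 in edgeR without Rosa-Hes1 replicate 2, within a range of 0.00628 to 0.224 over 16 other ways of analysis. For *Il1r1* it was 0.0543 without control replicate 3 and 0.0669 without Rosa-Hes1 replicate 1, and under 0.05 without any other single library.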

Interleukin (IL) 1β, known to induce osteoclast differentiation in physiological conditions and following inflammation, and its receptor *Il1r1*, were markedly upregulated in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts (Fig. 9) (49, 50, 51). 

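A resorbing osteoclast dissolves bone mineral with acid, for which carbonic anhydrase II makes the protons and a proton pump and chloride channel move them out, and it digests the matrix with secreted proteases. *Car2* (ENSMUSG00000027562, chromosome 3 from 14886273 to 14900770), which encodes that carbonic anhydrase, rose from 265 ± 56.0 CPM in control to 428 ± 27.0 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change 0.69, standard error 0.14, adjusted p = 0.0240 from edgeR). *Acp5* (ENSMUSG00000001348, chromosome 9 from 22126727 to 22135711) encodes tartrate-resistant acid phosphatase, the enzyme stained to count osteoclasts, and rose from 1722 ± 220.3 to 2869 ± 280.5 CPM (SD, n = 3 each; log2 fold change 0.74, standard error 0.11, adjusted p = 0.00917 from edgeR); its locus overlaps *6530413G14Rik*. *Oscar*, an immunoglobulin-like receptor that costimulates NFATc1, had 120.2 ± 28.4 CPM in control and 264 ± 39.4 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each), with a log2 fold change of 1.13 (standard error 0.18, adjusted p = 0.0150 from the same test). *Calcr*, the receptor by which calcitonin arrests resorption, had a log2 fold change of 1.07 (standard error 0.21, adjusted p = 0.0271 from the same test).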

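The list of 25 bone resorption genes, of which the paper names 10, had 18 higher and 0 lower members, and 7 did not pass the test (21 higher and 0 lower when adjusted over the list alone, 20 higher and 0 lower with DESeq2, 21 at an unadjusted p under 0.05). The median log2 fold change was 0.65, and camera gave an adjusted p of 1.38e-10, 5.03e-06 over the 15 members outside the paper's, and 0.822 with an estimated correlation. Outside the genes that the paper names, *Tcirg1* (chromosome 19 from 3896050 to 3907133), the subunit that places the proton pump at the ruffled border, rose from 989.9 ± 46.7 to 1523 ± 83.1 CPM (SD, n = 3 each; log2 fold change 0.62, standard error 0.07, adjusted p = 0.00550 from edgeR). *Slc4a2*, the exchanger that lets bicarbonate out in return for chloride, had a log2 fold change of 0.89 (standard error 0.11, adjusted p = 0.00566 from the same test), and *Ckb*, a creatine kinase that supplies ATP for resorption, of 1.00 (standard error 0.12, adjusted p = 0.00591 from the same test). *Clcn7*, the chloride channel of the ruffled border, was chosen after its values were seen and had a log2 fold change of 1.08 (standard error 0.14, adjusted p = 0.00659 from the same test). *Ctsk*, which encodes the main collagen-degrading protease, did not rise (3146 ± 383 CPM in control and 3329 ± 339.7 CPM in Rosa-Hes1 osteoclasts, SD, n = 3 each; log2 fold change 0.08, standard error 0.11, adjusted p = 0.709 from edgeR), with the limit that an allele of it carries Cre in the Rosa-Hes1 group alone. With 1 library left out, the members past the threshold numbered 10 without control replicate 1 or Rosa-Hes1 replicate 3, 18 without control replicate 2 or Rosa-Hes1 replicate 2, 9 without control replicate 3 and 6 without Rosa-Hes1 replicate 1. Of *Oscar*, *Calcr*, *Car2* and *Acp5* the number was 2 without control replicate 1 or Rosa-Hes1 replicate 3, 4 without control replicate 2 or Rosa-Hes1 replicate 2, 1 without control replicate 3 and 0 without Rosa-Hes1 replicate 1. With all libraries but no filter on low counts, 2 of these 4 genes passed in edgeR.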

The levels of other osteoclastogenic markers, such as *Oscar*, *Calcr*, *Car2*, and *Acp5*, also were increased in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts. The mRNA expression of *Bcl6*, *Mafb*, *Nfatc1*, *Atp6v0d2*, *Ocstamp*, and *Acp5* was demonstrated by quantitative RT–PCR (qRT–PCR) (Fig. 9). In accordance with these results, NFATc1 protein levels were increased in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts (Fig. 9). HES1 protein levels were increased in differentiated osteoclasts, and the increase was greater in *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ cells.

**Figure 9:**
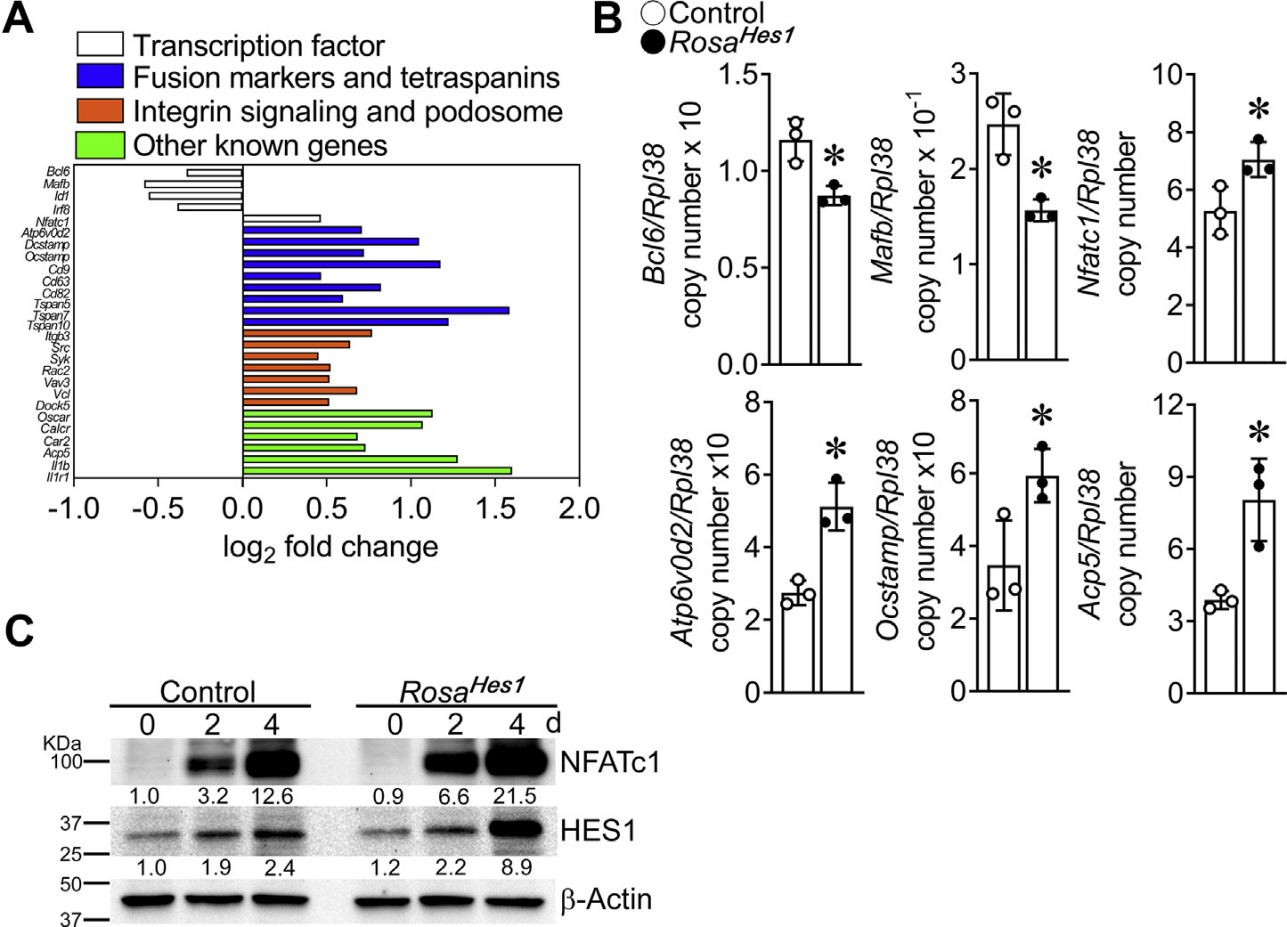
**Expression of osteoclastogenic genes is increased in *Ctsk***^***Cre/WT***^***;Rosa***^***Hes1***^**osteoclasts.** BMMs derived from 10-week-old *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice and control littermates were cultured for 4 days in the presence of M-CSF at 30 ng/ml and of RANKL at 10 ng/ml. Cells were collected for total RNA and protein extraction. *A*, RNA was analyzed by RNA-Seq. The *bars* indicate Log_2_ fold changes (*p* < 0.05) of gene expression between control and *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts; n = 3 control and *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ biological replicates. *B*, *Bcl6*, *Mafb*, *Nfatc1*, *Atp6vOd2*, *Ocstamp*, and *Acp* mRNA levels were measured by quantitative RT–PCR and reported as copy number corrected for *Rpl38* mRNA levels. Values are means ± SD; n = 3 control and *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ biological replicates. *C*, representative data of protein levels of NFATc1 and HES1. About 40 μg of total protein were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis, and NFATc1 and HES1 levels were detected using anti-NFATc1 and anti-HES1 antibodies, respectively. β-Actin served as a loading control in the same blot. The band intensity was quantified by Image Lab software (version 5.2.1), and the numerical ratio of NFATc1/β-actin and HES1/β-actin is shown under each blot. Control ratios at the initiation of the culture in the presence of RANKL (day 0) are normalized to 1. ∗Significantly different between *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ and control, *p* < 0.05. BMM, bone marrow–derived macrophage; HES1, hairy and enhancer of split 1; M-CSF, macrophage colony-stimulating factor; NFATc1, nuclear factor of activated T cells, cytoplasmic 1; RANKL, receptor activator of NF-κB ligand.

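The 26 genes of Fig. 9A reported here cover the steps by which a precursor becomes a resorbing cell, from the release of *Nfatc1* from its repressors through fusion and adhesion by integrins to the making of acid and enzymes. In the deposited counts 23 of them had log2 fold changes above 0, the lowest that of the kinase gene *Syk* and the highest that of the receptor gene *Il1r1*, and 3 had log2 fold changes under 0, from -0.55 for *Id1* to -0.32 for *Bcl6*. In edgeR 21 passed the test, all of them higher. The other 5 were *Tspan10* and *Il1b* among the higher genes and *Bcl6*, *Id1* and *Irf8* among the lower. DESeq2's Wald test called 25 of the 26 and limma-voom 23. Because the paper reports changes of these genes from the same libraries, the number past the threshold is not independent evidence. Without control replicate 1, 2 or 3 edgeR called 11, 22 and 8 of the genes, and without Rosa-Hes1 replicate 1, 2 or 3 it called 5, 23 and 10.

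**Figure D1:**
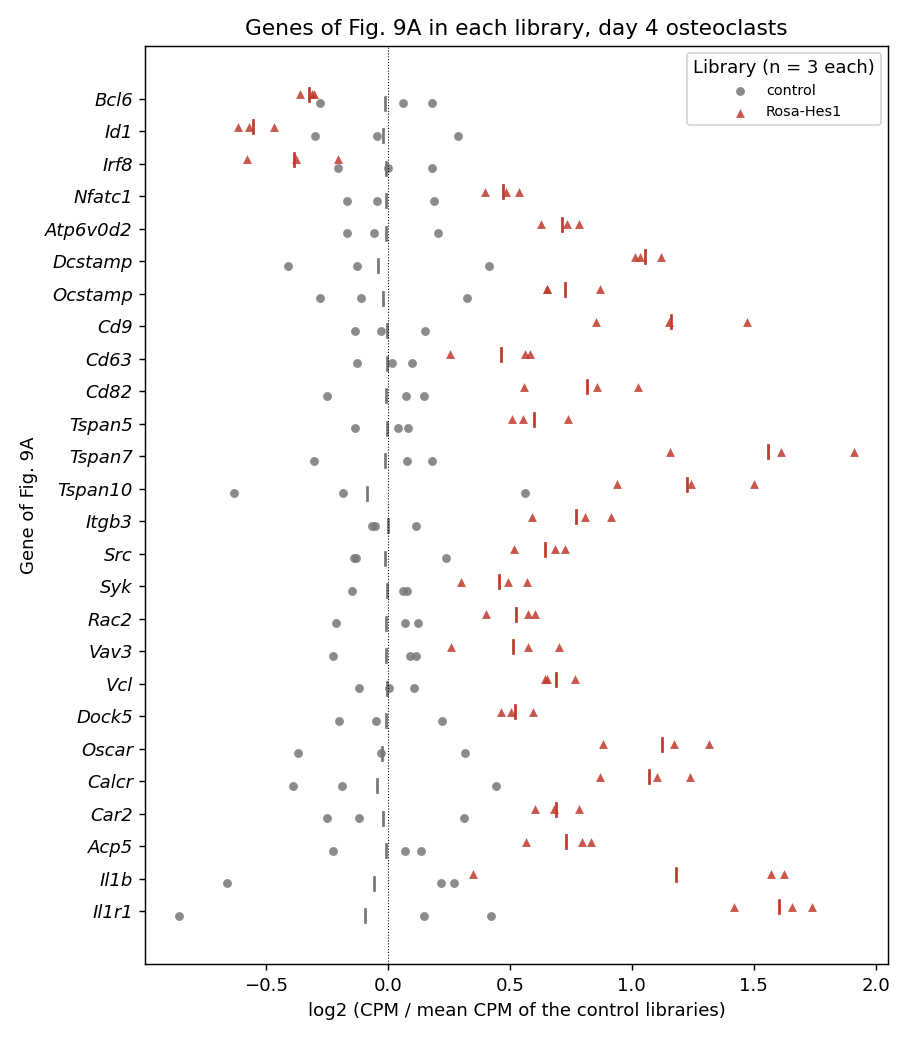
Log2 of the ratio of each library's CPM to the mean CPM of the 3 control libraries (horizontal axis) for 26 genes of Fig. 9A (vertical axis); grey circles are control libraries, red triangles Rosa-Hes1 libraries (n = 3 each), and short vertical lines the mean of each group's 3 log2 ratios. In 23 genes all Rosa-Hes1 libraries lie above all control libraries, and in *Bcl6*, *Id1* and *Irf8* they lie below, with a control library close to the Rosa-Hes1 libraries in *Bcl6* and *Irf8*.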

## Discussion

The present work uncovers a new function of HES1 on osteoclast differentiation and bone remodeling. The deletion of *Hes1* in *Ctsk*-expressing cells decreased the osteoclastogenic potential of preosteoclasts, whereas its induction enhanced osteoclastogenesis. Osteoclast phenotypes and RNA-Seq analysis revealed that HES1 regulates cell–cell fusion and the formation of the sealing zone. 

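The sealing zone is a belt of podosomes, each with a core of branched actin that cortactin and its partners assemble and a ring of α-actinin, paxillin and vinculin that holds the core to integrins. *Cttn* (ENSMUSG00000031078, chromosome 7 from 144435733 to 144471009), which encodes cortactin, went from 77.0 ± 12.3 CPM in control to 141 ± 0.693 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change 0.87, standard error 0.11, adjusted p = 0.00591 from edgeR). *Pxn*, the paxillin gene, had a log2 fold change of 0.44 (standard error 0.07, adjusted p = 0.0114 from the same test) and *Actn1*, an α-actinin gene, of 0.37 (standard error 0.07, adjusted p = 0.0151 from the same test). *Gsn*, which encodes the filament-severing protein gelsolin, had a log2 fold change of 0.54 (standard error 0.11, adjusted p = 0.0270 from the same test). *Cttn*, *Pxn*, *Actn1* and *Gsn* were chosen after their values were seen, from the list of integrin signaling and podosomes. That list had 20 higher and 5 lower members, and 54 did not pass the test. Its lower members included *Lpxn* (log2 fold change -0.51) and *Ptk2* (log2 fold change -0.50). *Sh3pxd2a* (chromosome 19 from 47260174 to 47464401), the gene of the scaffold that joins podosomes to membranes, rose from 104 ± 11.6 to 177 ± 10.4 CPM (SD, n = 3 each). Of the actin genes themselves, *Actg1*, which encodes γ-actin and was also chosen after its values were seen, had a log2 fold change of 0.38 (standard error 0.08, adjusted p = 0.0273 from edgeR), and *Actb*, the β-actin gene, of 0.00 (standard error 0.08, adjusted p = 0.991 from the same test). With 1 library left out, edgeR's adjusted p was under 0.05 throughout for *Cttn* and *Sh3pxd2a* (up to 0.0337), and over 0.05 for *Pxn* without control replicate 3 or Rosa-Hes1 replicate 1 (0.0511 to 0.0557), for *Actn1* without control replicate 1 or 3 or Rosa-Hes1 replicate 1 (0.0556 to 0.0707), for *Gsn* unless that library was Rosa-Hes1 replicate 2 (0.0712 to 0.102) and for *Actg1* unless that library was control replicate 3 or Rosa-Hes1 replicate 2 (0.0823 to 0.107).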

The gene subsets of fusion markers, integrin signaling, and structural proteins for sealing zone formation were significantly upregulated in osteoclasts overexpressing HES1. These results indicate that HES1 has a direct role in osteoclast differentiation and function. Our study also reveals that the expression of *Nfatc1* and that of inhibitors of osteoclastogenesis acting as transcriptional brakes of *Nfatc1*, such as *Irf8*, *Bcl6*, *Mafb*, and *Id1*, were regulated by HES1. It is possible that *HES1* interacts with transcriptional repressors of osteoclastogenesis in a manner analogous to BLIMP1, although the expression of *Blimp1* was not affected by HES1 (47, 52). It is probable that HES1 acts as a transcriptional repressor of inhibitors of osteoclastogenesis and as a consequence causes enhanced *Nfatc1* expression. 

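HES1 binds promoters and recruits corepressors, and the genes listed here as repressors keep osteoclast genes off in precursors. The list of 20 repressors of osteoclastogenesis had 15 members with log2 fold changes under 0 and 5 above, and a median of -0.11. In edgeR 0 members were lower and 1 was higher (the same numbers when adjusted over the list alone, 4 lower and 1 higher with DESeq2, 9 past an unadjusted p of 0.05), and camera gave an adjusted p of 0.169 (0.822 with an estimated correlation). The higher member was *Tnfaip3* (ENSMUSG00000019850, chromosome 10 from 19000910 to 19015657), whose product A20 shuts off NF-κB signaling and which NF-κB itself induces, with 79.2 ± 9.49 CPM in control and 114 ± 9.56 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change 0.53, standard error 0.10, adjusted p = 0.0193 from edgeR). Of 22 osteoclast transcription factors, 3 were higher and 2 were lower (4 and 4 when adjusted over the list alone), with a camera adjusted p of 0.582 (0.822 with an estimated correlation). Besides *Nfatc1*, the higher ones were *Fosl2*, an AP-1 factor of osteoclast size (log2 fold change 0.51, standard error 0.09, adjusted p = 0.0152 from edgeR), and *Jdp2*, an AP-1 partner that favors differentiation (log2 fold change 0.36, standard error 0.09, adjusted p = 0.0450 from edgeR). *Fos*, the AP-1 factor that induces *Nfatc1* early (log2 fold change -0.35, standard error 0.09, adjusted p = 0.0460 from edgeR), and *Myc*, which drives growth and metabolism of precursors (log2 fold change -0.39, standard error 0.08, adjusted p = 0.0224 from edgeR), fell. Leaving out 1 library, the repressors had 0 higher and 0 lower without control replicate 1 or 3 or Rosa-Hes1 replicate 1, 1 higher and 3 lower without control replicate 2, 2 higher and 0 lower without Rosa-Hes1 replicate 2 and 0 higher and 1 lower without Rosa-Hes1 replicate 3. *Tnfaip3* stayed under 0.05 without control replicate 2 (0.0172) or Rosa-Hes1 replicate 2 (0.00866) and rose to between 0.0636 and 0.0829 without any other library. For the 4 factors with 1 library left out, it was over 0.05 for *Fosl2* without control replicate 1 or Rosa-Hes1 replicate 1 or 3 (0.0510 to 0.0721), for *Jdp2* unless that library was control replicate 2 or Rosa-Hes1 replicate 2 (0.0986 to 0.169) and for *Fos* and *Myc* unless that library was Rosa-Hes1 replicate 2 (0.0556 to 0.134).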

Under selected cellular conditions, HES1 can act as a transcriptional activator so that one cannot exclude a direct effect of HES1 on the transcriptional activation of *Nfatc1* (30). In accordance with our observations, γ-secretase inhibitors, known to prevent Notch activation, were found to inhibit osteoclast cell fusion and the formation of the podosomal actin belt structure by suppressing HES1/mitogen-activated protein kinase/AKT-mediated induction of NFATc1 *in vitro* (53). However, it is important to note that γ-secretase inhibitors can target many substrates, and their effect is not specific to Notch signaling (54, 55).

Although HES1 had a pronounced effect on osteoclast differentiation and function *in vitro*, this effect was restricted to female mice *in vivo*. The *Hes1* inactivation caused an 85% increase in BV in mature female mice, and the induction of HES1 in *Ctsk*-expressing cells caused an osteopenic phenotype. The inactivation of *Hes1* in male mice did not result in a prominent skeletal phenotype; however, it opposed the osteopenic and resorptive phenotype of *Notch2*^*tm1.1Ecan*^ mice harboring an HCS mutation causing a gain-of-NOTCH2 function. The absence of a phenotype in male mice facilitated the interpretation of the rescue of the *Notch2*^*tm1.1Ecan*^ phenotype by the *Hes1* deletion. Since female *Hes1*-inactivated mice had an increase and *Notch2*^*tm1.1Ecan*^ a decrease in BV, one would expect *Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^ female mice to have an intermediate BV. So that an increase in the BV of *Notch2*^*tm1.1Ecan*^ would not necessarily represent a rescue of the osteopenic phenotype and that HES1 was a mediator of NOTCH2. It is not readily apparent why the *Hes1* inactivation caused a phenotype in female but not in male mice, and the observation stresses the importance of examining phenotypes in mice of different sexes independently (56, 57). It is not unusual to observe sex-specific phenotypes in genetically engineered mice (58, 59, 60). Possible explanations for the prevalence of a phenotype in female mice include genetic influences, a loss of the inhibitory actions of estrogens on osteoclastogenesis in the context of the *Hes1* inactivation as well as the earlier NF-κB–NFATc1 activation and osteoclastogenesis that occurs in female mice (57, 61, 62).

In previous work, we demonstrated that HES1 is induced as osteoclasts mature, particularly in the context of the *Notch2*^*tm1.1Ecan*^ mutation (17). A plausible explanation for the modest skeletal phenotype of the *Hes1* inactivation in male mice is that under basal conditions HES1 levels are low and play a modest role in skeletal physiology, and only following Notch activation, HES1 plays a significant role in bone homeostasis. This explanation is substantiated by the amelioration of the *Notch2*^*tm1.1Ecan*^ osteopenic phenotype following the *Hes1* inactivation. The *Notch2*^*tm1.1Ecan*^ phenotype was not fully reversed, and this is explained by the effects of NOTCH2 enhancing RANKL expression by cells of the osteoblast lineage since these are independent of the induction of HES1 in the myeloid lineage (17, 24). Other Notch target genes, such as *Hey1*, *Hey2*, and *HeyL*, are not expressed in cells of the myeloid lineage and as a consequence could not be responsible for the stimulatory effects of NOTCH2 on osteoclastogenesis (19). HES3 and HES5 could compensate for the effects of HES1, but their expression in osteoclasts is low and their role in osteoclastogenesis is unknown (63). Whereas, HES1 mediates direct effects of NOTCH2 on osteoclastogenesis, it is not likely to mediate the effects of NOTCH1, known to inhibit and not enhance osteoclast maturation, or NOTCH3, since this Notch receptor is not expressed in the myeloid lineage and its effects on osteoclastogenesis are indirect (21, 23). NOTCH4 is expressed at low levels in the myeloid lineage and not known to play a role in osteoclast differentiation (19, 24).

In the present work, we confirm that *Notch2*^*tm1.1Ecan*^ mice are osteopenic because of direct effects of NOTCH2 in cells of the myeloid lineage. The stimulatory effect of NOTCH2 on osteoclastogenesis has been attributed to direct interactions of the NOTCH2 intracellular domain with NF-κB in the context of *Nfatc1* regulatory regions and increased *Nfatc1* transcription (64). However, recent work from our laboratory has demonstrated that NOTCH2 has NF-κB–independent effects on tumor necrosis factor α (TNFα)–induced osteoclastogenesis, and some of these effects are secondary to the activation of AKT and *Il1b* expression (25, 65). The present work demonstrates that the direct effects of NOTCH2 on osteoclastogenesis are HES1 dependent confirming previous work from this laboratory revealing that the enhancement of the osteolytic actions of TNFα by the *Notch2*^*tm1.1Ecan*^ mutation depend on the induction of HES1 (25).

HES1 is known to inhibit phosphatase and tensin homolog and as a consequence enhance phosphoinositide 3-kinase–AKT signaling (66). AKT signaling is required for cell–cell fusion during osteoclast differentiation, and inhibitors of AKT lead to a decrease in *Dcstamp* transcripts and osteoclast size (67). However, the levels of phosphatase and tensin homolog transcripts and the phosphorylation of AKT were not different between *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ osteoclasts and controls (data not shown). 

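The AKT kinases act downstream of M-CSF and RANKL and keep precursors alive. Their transcripts, chosen for mention after their values were seen, did not differ past the threshold. *Akt1* (ENSMUSG00000001729, chromosome 12 from 112653821 to 112674884) had 367 ± 5.01 CPM in control and 361 ± 13.1 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change -0.03, standard error 0.06, adjusted p = 0.842 from edgeR). *Akt2* (chromosome 7 from 27591552 to 27640826) had 89.0 ± 3.07 and 91.0 ± 3.18 CPM (SD, n = 3 each; log2 fold change 0.03, standard error 0.06, adjusted p = 0.812 from edgeR). Phosphorylation of the proteins was not analysed here. Of 29 genes of RANK and M-CSF signaling, to which the AKT kinases belong, 1 was higher and 0 were lower (the same when adjusted over the list alone, 2 higher and 0 lower with DESeq2, 9 past an unadjusted p of 0.05), and camera gave an adjusted p of 0.417 (0.828 with an estimated correlation). The higher gene was *Oscar*, the costimulatory receptor. Leaving out 1 library gave 0 higher and 0 lower without control replicate 3 or Rosa-Hes1 replicate 1 and 4 higher and 0 lower without Rosa-Hes1 replicate 2, with the counts unchanged without any other.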

Although RANKL and TNFα share and activate similar downstream molecules, mechanisms triggering osteoclastogenesis are different in part because *Nfatc1* and *Dcstamp* levels are not changed in conditions of proinflammatory cytokine-induced osteoclastogenesis (68, 69). 

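The response to interleukin 1 depends on its receptor chains, on a natural antagonist that occupies the receptor without signaling, and on the inflammasome, which cuts the inactive precursor of IL1β. *Il1rn* (ENSMUSG00000026981, chromosome 2 from 24336853 to 24351494), which encodes that antagonist, rose from 56.4 ± 9.25 CPM in control to 127 ± 33.8 CPM in Rosa-Hes1 osteoclasts (SD, n = 3 each; log2 fold change 1.16, standard error 0.21, adjusted p = 0.0237 from edgeR). *Il1rap* (chromosome 16 from 26581704 to 26730117), the coreceptor that the signaling complex needs, fell from 24.7 ± 1.20 to 16.8 ± 1.49 CPM (SD, n = 3 each; log2 fold change -0.55, standard error 0.10, adjusted p = 0.0152 from edgeR). *Pycard*, which encodes the inflammasome adaptor ASC, fell as well (log2 fold change -0.33, standard error 0.08, adjusted p = 0.0378 from edgeR). With *Il1r1* these made 2 higher and 2 lower genes among 18 of the IL1 family and inflammasome (3 and 3 when adjusted over the list alone), whose camera adjusted p was 0.930 (0.961 with an estimated correlation). The adjusted p of *Il1rn* ran from 0.00253 without Rosa-Hes1 replicate 2 to 0.0810 without control replicate 1, and was over 0.05 without any single library other than Rosa-Hes1 replicate 2 or control replicate 2. Over all 16 other ways of analysis the adjusted p of *Il1rn* ran from 1.73e-07 to 0.0914 and was under 0.05 in 10. With 1 library left out it was over 0.05 for *Il1rap* without control replicate 1 or Rosa-Hes1 replicate 1 or 3 (0.0563 to 0.0742) and for *Pycard* unless that library was Rosa-Hes1 replicate 2 (0.0758 to 0.143).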

*Hes1* inactivation decreases *Il1b* in TNFα-induced *Notch2*^*tm1.1Ecan*^ osteoclasts, and the present work confirms that *Il1b* and *Il1r1* transcripts are increased in HES1-overexpressing osteoclasts (25). IL1β induces pathologically activated osteoclasts bearing a high level of bone-resorbing activity and may be mechanistically relevant to the actions of HES1 in osteoclasts (49).

The phenotype of *Notch2*^*tm1.1Ecan*^ mice as well as the osteopenia of humans harboring HCS pathogenic variants is secondary to an increase in bone resorption with no evidence of impaired bone formation (11, 17, 19). The direct effects of NOTCH2 in the myeloid lineage appear mediated by Notch target gene *Hes1*. This is further substantiated by the fact that other target genes, such as *Hey1*, *Hey2*, and *HeyL*, are not expressed by cells of the osteoclast lineage; therefore, these cannot mediate the effects of NOTCH2 in this cell population.

A limitation of the present work is the use of a *Ctsk*^*Cre*^ mouse model to deliver Cre recombinase since the expression of *Ctsk* is not exclusive to osteoclasts and *Ctsk* is also detected in alternate skeletal and nonskeletal cells (61, 70, 71, 72). Although one cannot fully exclude effects outside the osteoclast lineage, it is reasonable to believe that the effects observed in the present work are secondary to the misexpression of *Hes1* in osteoclasts since cultures of BMMs from *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ and *Ctsk*^*CreWT*^*;Hes1*^*Δ/Δ*^ mice revealed profound effects on osteoclast differentiation. Moreover, the activation and inactivation of *Hes1* in BMM cultures using adenoviruses to deliver Cre demonstrated a direct effect of HES1 in the osteoclast lineage.

In conclusion, HES1 plays a critical role in osteoclastogenesis and bone resorption and is mechanistically relevant to the skeletal phenotype of an experimental model of HCS.

## Experimental procedures

### Genetically modified mice

*Notch2*^*tm1.1Ecan*^ mice harboring a 6955C>T substitution in the *Notch2* locus have been characterized in previous studies and were backcrossed into a C57BL/6 background for eight and more generations (17, 18, 73). *Hes1*^*loxP/loxP*^ (*Hes1<tm1Imayo*) mice, where *loxP* sequences are knocked into the first intron and downstream of the 3′ UTR of *Hes1* alleles, were obtained from RIKEN (RBRC06047; Wako Saitama) in a C57BL/6 background (74). *Rosa*^*[STOP]Hes1*^ (Gt(ROSA)26Sor<tm1(Hes1.EGFP)Imayo>) were obtained from RIKEN (RBRC06002) in an ICR background (26). In *Rosa*^*[STOP]Hes1*^ mice, *Hes1* coding sequences are cloned into the *Rosa26* locus downstream of a Neo-STOP cassette flanked by *loxP* sequences, so that HES1-IRES-GFP is expressed following the excision of the cassette by Cre recombination. To induce or delete *Hes1* in differentiated cells of the osteoclast lineage, mice harboring sequences coding for the Cre recombinase knocked-in into the *Ctsk* locus (*Ctsk*^*Cre*^) were used in a C57BL/6 background (61, 70). Genotyping was conducted in tail DNA extracts by PCR using specific primers from Integrated DNA Technologies (IDT) (Table S1).

For the deletion of *Hes1*, *Hes1*^*loxP*^ alleles were introduced into *Ctsk*^*Cre*^ mice to create *Ctsk*^*Cre/WT*^*;Hes1*^*loxP/loxP*^ mice, and these were crossed with *Hes1*^*loxP/loxP*^ to generate *Hes1*^*Δ/Δ*^-deleted and *Hes1*^*loxP/loxP*^ control littermates. For the induction of HES1, *Ctsk*^*Cre/WT*^ mice were crossed with homozygous *Rosa*^*[STOP]Hes1*^ mice to generate ∼50% *Hes1*-induced and ∼50% *Rosa*^*[STOP]Hes1*^ control littermates. For the deletion of *Hes1* in the context of the *Notch2*^*tm1.1Ecan*^ mutation, *Ctsk*^*Cre/WT*^*;Hes1*^*loxP/loxP*^ mice were crossed with *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ mice to create *Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^ and *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ controls. Recombination of *loxP* flanked sequences was documented in extracts from tibiae using specific primers (Table S1). All animal experiments were approved by the Institutional Animal Care and Use Committee of UConn Health.

### BMM cultures, osteoclast formation, and adenovirus-Cre-mediated recombination

To obtain BMMs, the marrow from experimental and control sex-matched littermate mice was removed by flushing with a 26-gauge needle, and erythrocytes were lyzed in 150 mM NH_4_Cl, 10 mM KHCO_3_, and 0.1 mM EDTA (pH 7.4), as described previously (73). Cells were centrifuged, and the sediment suspended in α-minimum essential medium (α-MEM) in the presence of 10% fetal bovine serum (FBS; both from Thermo Fisher Scientific) and recombinant human M-CSF at 30 ng/ml. M-CSF complementary DNA (cDNA) and expression vector were obtained from D. Fremont, and M-CSF was purified as previously reported (34). Cells were seeded on uncoated plastic petri dishes at a density of 300,000 cells/cm^2^ and cultured for 3 days. For osteoclast formation, cells were collected following treatment with 0.25% trypsin/EDTA for 5 min and seeded on tissue culture plates at a density of 62,500 cells/cm^2^ in α-MEM with 10% FBS, M-CSF at 30 ng/ml, and recombinant murine RANKL at 10 ng/ml. *Tnfsf11*, encoding RANKL, cDNA expression vector was obtained from M. Glogauer, and glutathione-*S*-transferase–tagged RANKL was expressed and purified as described (75). Cultures were carried out until multinucleated tartrate resistant acid phosphatase (TRAP)–positive cells were formed. TRAP enzyme histochemistry was conducted using a commercial kit (Sigma–Aldrich), in accordance with the manufacturer's instructions. TRAP-positive cells containing more than three nuclei were considered osteoclasts.

For actin structure staining and bone resorption assay of osteoclasts *in vitro*, BMMs were seeded at a density of 62,500 cells/cm^2^ on bovine cortical bone slices and cultured in α-MEM with 10% FBS, M-CSF at 30 ng/ml, and RANKL at 10 ng/ml. To visualize the sealing zone of osteoclasts on bone slices, cells were fixed with 4% paraformaldehyde for 10 min and permeabilized with 0.3% Triton X-100 for 5 min. To block nonspecific background staining, cells on bone discs were incubated with 2% bovine serum albumin for 1 h and stained with Alexa Fluor 594 Phalloidin (Thermo Fisher Scientific) at a 1:40 dilution for 20 min. The sealing zone was viewed on a Leica fluorescence microscope (model DMI6000B), and collected images were processed using the Leica Application Suite X 1.5.1.1387 (Leica Microsystems). After visualizing the sealing zone, cells were stained for TRAP to assess cellular morphology. To visualize bone resorption pits, bone slices were sonicated to remove osteoclasts and stained with 1% toluidine blue in 1% sodium borate. To assess the ability of osteoclasts to resorb bone, the total resorption area/total bone area was measured on images acquired with an Olympus DP72 camera using cellSens Dimension software, version 1.6 (Olympus Corporation). The total resorption area/total bone area was corrected for the total number of TRAP-positive multinucleated cells (73).

To inactivate or induce *Hes1* in osteoclast precursors *in vitro*, BMMs from homozygous *Hes1*^*loxP/loxP*^ or *Rosa*^*[STOP]Hes1*^ mice were cultured in the presence of M-CSF at 30 ng/ml and RANKL at 10 ng/ml for 2 days, prior to being transduced with Ad-Cre or CMV-GFP (Ad-GFP [Vector Biolabs]) as control, at multiplicity of infection of 100 and cultured with M-CSF and RANKL for two additional days until the formation of multinucleated TRAP-positive cells. To inactivate *Hes1* in the context of the *Notch2*^*tm1.1Ecan*^ mutation, *Hes1*^*loxP/loxP*^ alleles were introduced into *Notch2*^*tm1.1Ecan*^ mice to create *Notch2*^*tm1.1Ecan*^*;Hes1*^*loxP/loxP*^ mice, and BMMs were cultured and transduced with Ad-Cre or Ad-GFP.

### qRT–PCR

Total RNA was extracted from osteoclasts with the RNeasy Mini kit (Qiagen) and homogenized bones with the RNeasy Micro kit (Qiagen), in accordance with the manufacturer's instructions. The integrity of the RNA extracted from bones was assessed by microfluidic electrophoresis on an Experion system (Bio-Rad), and RNA with a quality indicator number equal to or higher than 7.0 was used for subsequent analysis. Equal amounts of RNA were reverse transcribed using the iScript RT-PCR kit (Bio-Rad) and amplified in the presence of specific primers (all from IDT; Table S2) with the SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) at 60 °C for 40 cycles. Transcript copy number was estimated by comparison with a serial dilution of cDNA for *Acp5* and *Notch2* (all from Thermo Fisher Scientific), *Hes1* (American Type Culture Collection), *Nfatc1* (Addgene; plasmid 11793; created by A. Rao), *Bcl6*, *Mafb*, *Atp6vOd2*, and *Ocstamp* (all from Dharmacon).

The level of *Notch2*^*6955C>T*^ mutant transcript was measured as described previously (17). Total RNA was reverse transcribed with Moloney murine leukemia virus reverse transcriptase in the presence of reverse primers for *Notch2* (5′-GGATCTGGTACATAGAG-3′) and *Rpl38* (Table S2). *Notch2* cDNA was amplified by qPCR in the presence of TaqMan gene expression assay mix, including specific primers (5′-CATCGTGACTTTCCA-3′ and 5′-GGATCTGGTACATAGAG-3′) and a 6-carboxyfluorexcein-labeled DNA probe of sequence 5′-CATTGCCTAGGCAGC-3′ covalently attached to a 3′-minor groove binder quencher (Thermo Fisher Scientific), and SsoAdvanced Universal Probes Supermix (Bio-Rad) at 60 °C for 45 cycles (76). *Notch2*^*6955C>T*^ transcript copy number was estimated by comparison with a serial dilution of a synthetic DNA fragment (IDT) containing ∼200 bp surrounding the 6955C>T mutation in the *Notch2* locus and cloned into pcDNA3.1(−) (Thermo Fisher Scientific) by isothermal single reaction assembly using commercially available reagents (New England Biolabs) (77).

Amplification reactions were conducted in CFX96 qRT–PCR detection systems (Bio-Rad), and fluorescence was monitored at the end of the elongation step during every PCR cycle. Data are expressed as copy number corrected for *Rpl38* expression estimated by comparison with a serial dilution of cDNA for *Rpl38* (American Type Culture Collection) (78).

### Illumina transcriptome library preparation and sequencing

Total RNA was quantified, and purity ratios were determined for each sample using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). To assess RNA quality, total RNA was analyzed on the Agilent TapeStation 4200 (Agilent Technologies) using the RNA High Sensitivity assay. Ribosomal integrity numbers were recorded for each sample. Only samples with ribosomal integrity number values above 9.0 were used for library preparation.

Total RNA samples were prepared for mRNA-Seq using the Illumina TruSeq Stranded mRNA Sample Preparation kit following the manufacturer's protocol (Illumina). Libraries were validated for length and adapter dimer removal using the Agilent TapeStation 4200 D1000 High Sensitivity assay (Agilent Technologies), and then they were quantified and normalized using the dsDNA High Sensitivity Assay for Qubit 3.0 (Thermo Fisher Scientific). Sample libraries were prepared for Illumina sequencing by denaturing and diluting the libraries per manufacturer's protocol (Illumina). All samples were pooled into one sequencing pool, equally normalized, and run as one sample pool across the Illumina NextSeq 500 using version 2.5 chemistry. Target read depth was achieved for each sample with paired end 75 bp reads. Raw reads were trimmed with Sickle (version 1.33), with a quality threshold of 30 and length threshold of 45, following that the trimmed reads were mapped to Homo Sapiens genome (GRCh38 ensembl release 99) with HISAT2 (version 2.1.0) (79). The resulting SAM files were then converted into BAM format using samtools (version 1.9) (80), and the PCR duplicates were removed using PICARD (http://broadinstitute.github.io/picard/). The counts were generated against the features with HTSeq-count (81). The differential expression of genes between conditions was evaluated using DESeq2 (82). Covariates were introduced in the DESeq2 analysis to increase the accuracy of results, and genes showing less than ten counts across the compared samples were excluded from the analysis. Genes with a false discovery rate <0.05 were considered significant and used in the downstream analysis. The processed RNA-Seq results were further analyzed by using IPA (Qiagen).

### Immunoblotting

Cells from control and experimental mice were extracted in buffer containing 25 mM Tris–HCl (pH 7.5), 150 mM NaCl, 5% glycerol, 1 mM EDTA, 0.5% Triton X-100, 1 mM sodium orthovanadate, 10 mM NaF, 1 mM phenyl methyl sulfonyl fluoride, and a protease inhibitor cocktail (all from Sigma–Aldrich). Total cell lysates (40 μg of total protein) were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis in 8 or 12% polyacrylamide gels and transferred to Immobilon-P membranes (Millipore). The blots were probed with anti-HES1 (11988) and β-actin (3700) antibodies from Cell Signaling Technology or anti-NFATc1 antibody (556602) from BD Biosciences. The blots were exposed to anti-rabbit, antirat, or antimouse IgG conjugated to horseradish peroxidase (Sigma–Aldrich) and incubated with a chemiluminescence detection reagent (Bio-Rad). Chemiluminescence was detected by ChemiDoc XSR+ molecular imager (Bio-Rad) with Image Lab software (version 5.2.1), and the amount of protein present in individual bands was quantified (25).

### μCT

Femoral microarchitecture was determined using a μCT instrument (Scanco μCT 40; Scanco Medical AG), which was calibrated periodically using a phantom provided by the manufacturer (83, 84). Femurs were scanned in 70% ethanol at high resolution, energy level of 55 kVp, intensity of 145 μA, and integration time of 200 ms. Evaluation of skeletal microarchitecture was started 1.0 mm proximal from the condyles of the distal femur. A total of 160 consecutive 6 μm thick slices were acquired at an isotropic voxel dimension of 216 μm^3^ and selected for analysis. Contours were drawn manually every ten slices a few voxels away from the endocortical boundary to define the region of analysis. The remaining slice contours were iterated automatically. BV/TV, trabecular separation, number and thickness, connectivity density, SMI, and material density were measured in trabecular regions using a Gaussian filter (σ = 0.8) (83, 84). For analysis of cortical bone, contours were iterated across 100 slices along the cortical shell of the femoral midshaft, excluding the marrow cavity. Analyses of BV/TV, cortical thickness, periosteal perimeter, endosteal perimeter, total cross-sectional area, and cortical bone area were conducted using a Gaussian filter (σ = 0.8, support = 1).

### Bone histomorphometry

Bone histomorphometry was carried out in *Ctsk*^*Cre/WT*^*;Notch2*^*tm1.1Ecan*^*;Hes1*^*Δ/Δ*^, *Ctsk*^*Cre/WT*^*;Hes1*^*Δ/Δ*^, and *Ctsk*^*Cre/WT*^*;Rosa*^*Hes1*^ mice, and sex-matched controls were injected with calcein 20 mg/kg and demeclocycline 50 mg/kg at a 5 or 7 days of interval and sacrificed 2 days after demeclocycline administration. For static cancellous bone histomorphometry and to assess for the presence of TRAP-positive multinucleated cells, bones were decalcified in 14% EDTA for 14 days and embedded in paraffin, and 7 μm sections were stained for the presence of TRAP and counterstained with hematoxylin and analyzed at a 100× magnification using OsteoMeasureXP software (Osteometrics). Stained sections were used to draw bone tissue and measure trabecular separation, number and thickness, and eroded surface, as well as to count osteoblast and osteoclast number. To assess dynamic parameters of bone histomorphometry, undecalcified femurs were embedded in methyl methacrylate, and 5 μm sections were cut using Microm microtome (Richards-Allan Scientific). Mineralizing surface per bone surface and mineral apposition rate were measured on unstained sections visualized under UV light and a triple diamidino-2-phenylindole/fluorescein/Texas red set long-pass filter, and bone formation rate was calculated (85).

### Statistics

Data are expressed as means ± SD and presented as biological replicates except for experiments where BMMs were transduced with adenoviruses or cells were extracted for immunoblotting, and these are presented as technical replicates representative of two or more experiments. Statistical differences were determined by Student's *t* test or two-way analysis of variance with Tukey analysis for multiple comparisons, respectively.

## Data availability

Data not shown will be shared upon request to Ernesto Canalis at .

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare no conflicts of interest with the contents of this article.

## Figures and Tables

**Supplemental Figure S1:**
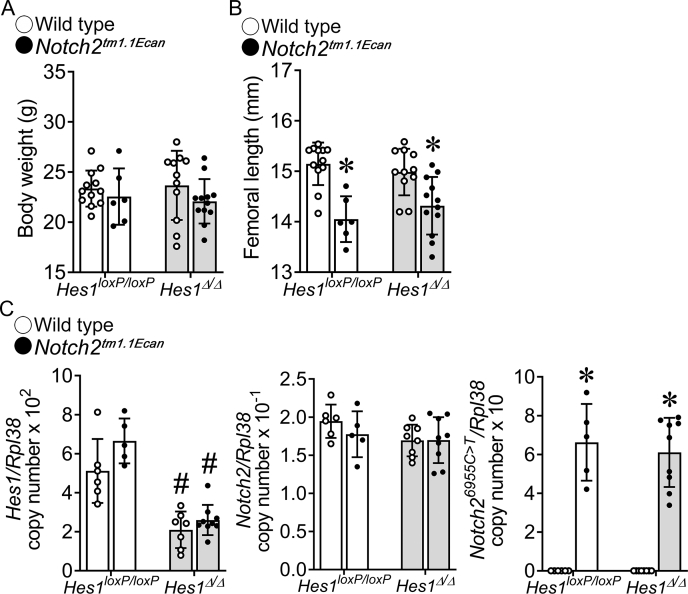

**Supplemental Figure S2:**
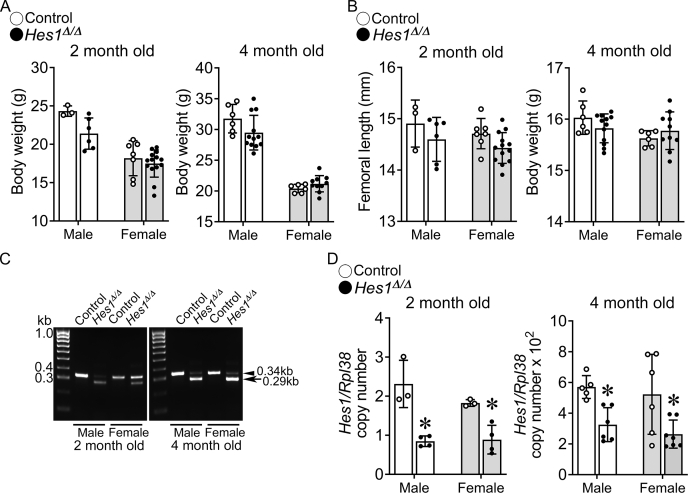

**Supplemental Figure S3:**
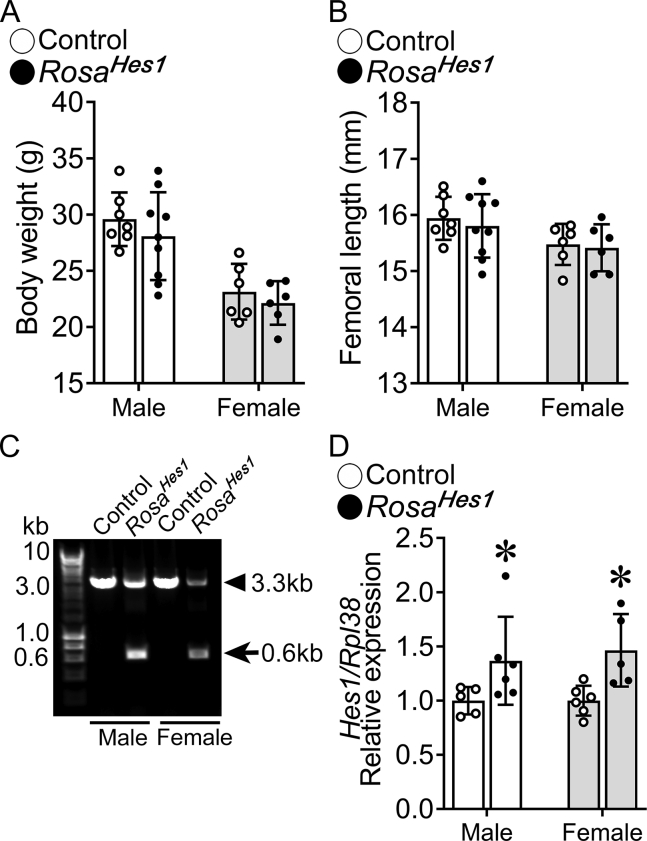

**Supplemental Figure S4:**
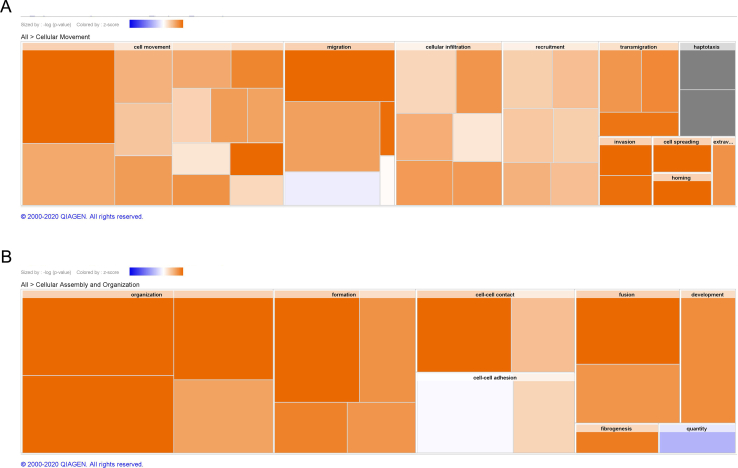

**Supplemental Figure S5:**
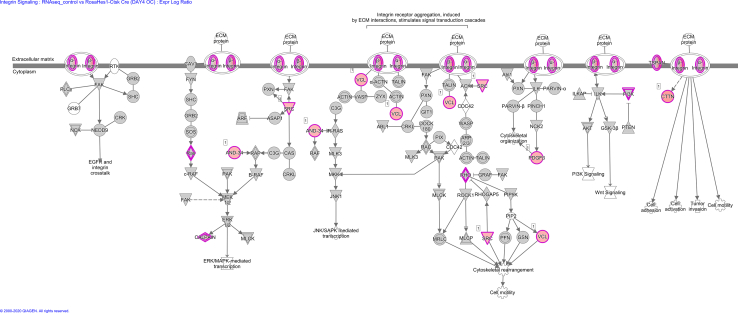

# Supplementary material for: Hairy and enhancer of split 1 is a primary effector of NOTCH2 signaling and induces osteoclast differentiation and function
**Source:** J Biol Chem. 2021 Nov 3;297(6):101376. doi: 10.1016/j.jbc.2021.101376
**Supplement:** Supplemental Table S1

**Supplementary Table 1.** Primers used for genotyping by PCR.

| **Allele** | **Strand** | **Sequence** | **Amplicon Size (bp)** |
| --- | --- | --- | --- |
| *Ctsk^Cre^* | Forward1 | 5'-GCGGTCTGGCAGTAAAAACTATC-3' | *Ctsk^WT^* = 324  *Ctsk^Cre^* = 100 |
|  | Forward2 | 5'-TAGGCCACAGAATTGAAAGATCT-3' |  |
|  | Reverse1  Reverse2 | 5'-GTGAAACAGCATTGCTGTCACTT-3'  5'-GTAGGTGGAAATTCTAGCATCATCC-3' |  |
| *Rosa^Hes1^* | Forward | 5'-AAAGTCGCTCTGAGTTGTTAT-3' | WT = 603  *Rosa^Hes1^* = 3280 |
|  | Reverse1 | 5'-GGAGCGGGAGAAATGGATATG-3' |  |
|  | Reverse2 | 5'-TGCCCTTCGCCTCTTCTCCATGATA-3' |  |
| *Notch2^tm1.1Ecan^* | Forward | 5'-CCCTTCTCTCTGTGCGGTAG-3' | WT = 308  *Notch2^tm1.1Ecan^* = 403 |
|  | Reverse | 5'-CTCAGAGCCAAAGCCTCACTG-3' |  |
| *Hes1^loxP/loxP^* | Forward | 5'-CAGCCAGTGTCAACACGACACCGGACAAAC-3' | WT = 200  *Hes1^loxP^* = 250 |
|  | Reverse | 5'-TCGCCTTCGCCTCTTCTCCATGATA-3' |  |
| ***LoxP* recombination** | **Strand** | **Sequence** | **Amplicon Size (bp)** |
| *LoxP* recombination of *Rosa^(STOP)Hes1^* | Forward | 5'-AGCACAATGCCCATGTTCAC-3' | Recombined = 603  Not recombined = 3280 |
|  | Reverse | 5'-GGTGTCTCCCTCAAATGTTCA-3' |  |
| *LoxP* recombination of *Hes1^loxP/loxP^* | Forward | 5'- CAGCCAGTGTCAACACGACACCGGACAAAC-3' | Recombined = 291  Not recombined = 342 |
|  | Reverse | 5'- GGTGGGGCTTGAAATTCATGTAGTTTGGC-3' |  |

# Supplementary material for: Hairy and enhancer of split 1 is a primary effector of NOTCH2 signaling and induces osteoclast differentiation and function
**Source:** J Biol Chem. 2021 Nov 3;297(6):101376. doi: 10.1016/j.jbc.2021.101376
**Supplement:** Supplemental Table S2

| **Gene** | **Strand** | **Sequence** | **GenBank Accession Number** |
| --- | --- | --- | --- |
| *Acp5* | Forward | 5'-GACAAGAGGTTCCAGGAGAC-3' | NM_001102404; NM_001102405;  NM_007388 |
|  | Reverse | 5'-TTCCAGCCAGCACATACC-3' |  |
| *Atp6v0d2* | Forward | 5'-AGAGTTTGACTATTTCCG-3' | NM_175406 |
|  | Reverse | 5'-ATGTCATGTAGGTGAGAA-3' |  |
| *Bcl6* | Forward | 5'-GGCAAGTCCCTAATGAGTATAGC-3' | NM_001348026  NM_009744 |
|  | Reverse | 5'-TCCTTGGGCGAGTAGATGT-3' |  |
| *Hes1* | Forward | 5'-ACCAAAGACGGCCTCTGAGCACAGAAAGT-3' | NM_008235 |
|  | Reverse | 5'-ATTCTTGCCCTTCGCCTCTT-3' |  |
| *Mafb* | Forward | 5'-CAGGAGCAGGTGTGACTC-3' | NM_010658 |
|  | Reverse | 5'-TTGGTGATGATGGTGATGGT-3' |  |
| *Nfatc1* | Forward | 5'-GCGCAAGTACAGTCTCAATGGCC-3' | NM_198429; NM_001164110;  NM_001164111; |
|  | Reverse | 5'-GGATGGTGTGGGTGAGTGGT-3' | NM_001164112;  NM_00116641091;  NM_016791 |
| *Ocstamp* | Forward | 5'-TCACAGTCAAATATGACGCCTC-3' | NM_029021 |
|  | Reverse | 5'-TGAGGACGAAGAGGATGAAGT-3' |  |
| *Notch2* | Forward | 5'-TGACGTTGATGAGTGTATCTCCAAGCC-3' | NM_010928 |
|  | Reverse | 5'-GTAGCTGCCCTGAGTGTTGTGG-3' |  |
| *Rpl38* | Forward | 5'-AGAACAAGGATAATGTGAAGTTCAAGGTTC-3' | NM_001048057; NM_001048058;  NM_023372 |
|  | Reverse | 5'-CTGCTTCAGCTTCTCTGCCTTT-3' |  |

**Supplementary Table 2.** Primers used for qRT-PCR determinations. GenBank accession numbers identify transcript recognized by primer pairs.

# Supplementary material for: Hairy and enhancer of split 1 is a primary effector of NOTCH2 signaling and induces osteoclast differentiation and function
**Source:** J Biol Chem. 2021 Nov 3;297(6):101376. doi: 10.1016/j.jbc.2021.101376
**Supplement:** Supplemental Figures Legend

**Supplementary Figure 1. Inactivation of *Hes1* in *Ctsk*-expressing cells of Hajdu Cheney mutant mice.** Weight, femoral length, documentation of DNA recombination of *loxP* flanked sequences by Cre and *Hes1* copy number in bone extracts. (A and B) Body weight and femoral length of 2 month old *Ctsk^Cre/WT^; Hes1^∆/∆^*  (open circles/grey bar) or *Notch2^tm1.1Ecan^;* *Ctsk^Cre/WT^; Hes1^∆/∆^* (closed circles/grey bar) male mice and sex-matched control *Hes1^loxP/loxP^* (open circles/white bar) or *Notch2^tm1.1Ecan^; Hes1^loxP/loxP^* (closed circles/white bar) littermates. Values are means ± SD; n = 12 for control *Hes1^loxP/loxP^* and n = 6 for *Notch2^tm1.1Ecan^; Hes1^loxP/loxP^*; n = 11 for *Ctsk^Cre/WT^; Hes1^∆/∆^* and n = 12 for *Notch2^tm1.1Ecan^;* *Ctsk^Cre/WT^; Hes1^∆/∆^*. (C) *Hes1, Notch2* and *Notch2^6955C>T^* transcript levels were measured by qRT-PCR in total RNA from tibiae of *Ctsk^Cre/WT^; Hes1^∆/∆^*  or *Notch2^tm1.1Ecan^;* *Ctsk^Cre/WT^; Hes1^∆/∆^* and controls. Transcript levels are reported as copy number corrected for *Rpl38*. Value are means ± SD; n = 6 for control *Hes1^loxP/loxP^* and n = 5 for *Notch2^tm1.1Ecan^; Hes1^loxP/loxP^*; n = 7-8 for *Ctsk^Cre/WT^; Hes1^∆/∆^*  and n = 9 for *Notch2^tm1.1Ecan^;* *Ctsk^Cre/WT^; Hes1^∆/∆^*. *Significantly different between *Notch2^tm1.1Ecan^* and wild type control, *p* < 0.05. #Significantly different between *Hes1^∆/∆^* and *Hes1^loxP/loxP^*, *p* < 0.05.

**Supplementary Figure 2. Inactivation of *Hes1* in *Ctsk*-expressing cells.** Weight, femoral length, documentation of DNA recombination of the *loxP* flanked sequences by Cre and *Hes1* copy number in bone extracts. (A and B) Body weight and femoral length of 2 and 4 month old *Ctsk^Cre/WT^;Hes1^∆/∆^* (closed circles) and sex-matched control *Hes1^loxP/loxP^* (open circles) littermates. Values are means ± SD; n = 3 (2 month) and n = 6 (4 month) for male and n = 7 (2 month) and n = 6 (4 month) female *Hes1^loxP/loxP^* and n = 6 (2 month) and n = 12 (4 month) for male and n = 14 (2 month) and n = 10 (4 month) for female *Ctsk^Cre/WT^;Hes1^∆/∆^* mice. (C) Genomic DNA from tibiae obtained from 2 and 4 month old *Ctsk^Cre/WT^;Hes1^∆/∆^* male and female mice and respective controls was isolated, and DNA recombination of *loxP* flanked sequences was demonstrated by gel electrophoresis of PCR amplification products obtained with primers for the *Hes1* alleles. The arrowhead indicates the position of the 0.34 kilo-base (kb) amplicon verifying the *Hes1^loxP^* allele, and the arrow indicates a 0.29 kb amplicon verifying the recombined *Hes1^∆^* allele. Representative image of PCR amplification products is shown. (D) *Hes1* transcript levels were measured by qRT-PCR in total RNA from tibiae of 2 and 4 month old *Ctsk^Cre/WT^;Hes1^∆/∆^* (closed circles) and controls (open circles). Transcript levels are reported as copy number corrected for *Rpl38*. Values are means ± SD; n = 3 for control and n = 4 for 2 month old *Ctsk^Cre/WT^;Hes1^∆/∆^* male and female mice; n = 5-6 for control and n = 6-7 for 4 month old *Ctsk^Cre/WT^;Hes1^∆/∆^* male and female mice. *Significantly different between *Ctsk^Cre^; Hes1^∆/∆^* and control, *p* < 0.05.

**Supplementary Figure 3. Activation of HES1 in *Ctsk*-expressing cells.** Weight, femoral length, documentation of DNA recombination of the *loxP* flanked STOP cassette by Cre and *Hes1* copy number in bone extracts. (A and B) Body weight and femoral length of 10 week old *Ctsk^Cre/WT^;Rosa^Hes1^* (closed circles) and sex-matched control *Rosa^[STOP]Hes1^* littermates (open circles). Values are means ± SD; n = 7 control and n = 9 *Ctsk^Cre/WT^;Rosa^Hes1^* for 10 week old male mice; n = 6 control and *Ctsk^Cre/WT^;Rosa^Hes1^* for 10 week old female mice. (C) Genomic DNA from tibiae obtained from 10 week old *Ctsk^Cre/WT^;Rosa^Hes1^* male and female mice and respective controls was isolated. DNA recombination of *loxP* flanked STOP cassette was demonstrated by gel electrophoresis of PCR amplification products obtained with primers for the *Rosa^Hes1^* alleles. The arrowhead indicates the position of the 3.3-kilo base (kb) amplicon verifying the *Rosa^[STOP]Hes1^* allele, and the arrow indicates a 0.6 kb amplicon verifying the recombined *Rosa^Hes1^* allele. Representative image of PCR amplification products is shown. (D) *Hes1* transcript levels were measured by qRT-PCR in total RNA from tibiae of *Ctsk^Cre/WT^;Rosa^Hes1^* (closed circles) and controls (open circles). Transcript levels are reported as relative expression corrected for *Rpl38*. Value are means ± SD; n = 5 control and n = 6 *Ctsk^Cre/WT^;Rosa^Hes1^* for 10 week old male mice; n = 6 control and n = 5 *Ctsk^Cre/WT^;Rosa^Hes1^* for 10 week old female mice.

**Supplementary Figure 4. Expression of gene subsets associated with cell movement and assembly were increased in osteoclasts overexpressing HES1.** BMMs derived from 10 week old *Ctsk^Cre/WT^;Rosa^Hes1^* mice and control littermates were cultured 4 days in the presence of M-CSF at 30ng/ml and RANKL at 10ng/ml. Cells were collected for total RNA and analyzed by RNA-seq and results were further analyzed by using Ingenuity Pathway Analysis. Heat map shows increased expression (orange) gene subsets associated with cell movement (*p*-value range, 1.43E-04 - 6.07E-16, 201 molecules) (A) and with cellular assembly and organization (*p*-value range, 1.06E-04 - 5.25E-11, 191 molecules) (B). The heat map intensity indicates activation z-score.

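Ingenuity pathway analysis assigns changed genes to annotated functions and computes an activation score from the direction in which each gene is reported to act, so that a lower gene can also add to a higher score. Its annotation was not used here, and the molecules it counts are not the genes of the lists tested here. Among the genes of the actin cytoskeleton and cell movement, *Cxcr4*, *C5ar1* and *Cx3cr1* were lower in Rosa-Hes1 osteoclasts, and were chosen for mention after their values were seen. *Cxcr4* (ENSMUSG00000045382, chromosome 1 from 128588199 to 128592293), the receptor for the marrow chemokine CXCL12, fell from 14.8 ± 3.26 CPM in control to 9.11 ± 1.07 CPM (SD, n = 3 each; log2 fold change -0.70, standard error 0.17, adjusted p = 0.0439 from edgeR). *C5ar1*, the receptor for complement fragment C5a, had a log2 fold change of -0.58 (standard error 0.14, adjusted p = 0.0410 from the same test). *Cx3cr1*, the fractalkine receptor of monocytes, had -0.50 (standard error 0.12, adjusted p = 0.0404 from the same test). Higher genes of the same list, also chosen after their values were seen, included *Tpm2*, a tropomyosin that lines actin filaments (log2 fold change 1.06, standard error 0.19, adjusted p = 0.0177 from edgeR), and *Sema4d*, a semaphorin that osteoclasts release (log2 fold change 0.44, standard error 0.08, adjusted p = 0.0145 from edgeR). When 1 library was left out, edgeR's adjusted p was over 0.05 for *Cxcr4*, *C5ar1* and *Cx3cr1* unless that library was control replicate 2 (0.0556 to 0.143), for *Tpm2* without control replicate 3 or Rosa-Hes1 replicate 1 (0.0673 to 0.0790) and for *Sema4d* without control replicate 1 or 3 or Rosa-Hes1 replicate 1 (0.0556 to 0.0687).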

**Supplementary Figure 5. Enhanced Integrin signaling is predicted in osteoclasts overexpressing HES1.** BMMs derived from 10 week old *Ctsk^Cre/WT^;Rosa^Hes1^* mice and control littermates were cultured 4 days in the presence of M-CSF at 30ng/ml and of RANKL at 10ng/ml. Cells were collected for total RNA and analyzed by RNA-seq. The results were further analyzed by using Ingenuity Pathway Analysis. Genes significantly upregulated in HES1 overexpressing osteoclasts are highlighted with a bold purple line and filled pink circles.

How the deposited data were processed for this re-analysis (not part of the article)

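RNA-Seq of osteoclasts after 4 days of culture with M-CSF and RANKL was analysed in 3 control and 3 Rosa-Hes1 libraries. The labels give all 6 as male and call the controls wild type, where the paper describes control littermates. The authors deposited 1 file of counts per library, made by trimming with Sickle, alignment with HISAT2 2.1.0, samtools 1.9, removal of PCR duplicates with Picard and counting with HTSeq-count. The deposited counts are whole numbers per Ensembl mouse gene with no normalization, over 55573 genes, followed by HTSeq's classes of reads outside genes, which were 17.4% to 18.1% of each library. Ambiguous reads were 5.51% to 6.07%. The paper's text does not state the strand setting. Names and positions came from GENCODE release M21 on GRCm38, which left 0.322% of the identifiers and 14 of the tested genes without a symbol.

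The main comparison, Rosa-Hes1 over control, used edgeR 4.0.16 in R 4.3.3 with TMM normalization, robust quasi-likelihood dispersions and no covariate. Genes with fewer than 10 counts summed over the 6 libraries were left out, as in the paper's methods, and an adjusted p (Benjamini-Hochberg) under 0.05 was the threshold. The paper used DESeq2 with covariates that its text does not name. CPM are counts scaled to a common library size after TMM normalization. An exact permutation test of 3 libraries against 3 cannot give a p under 0.10 and was not used for single genes. Counts assigned to genes were 13038362 to 15956331 per library, and the 10 most abundant genes took 3.26% to 3.77% of them. The biological coefficient of variation was 0.124. Pairs of libraries of the same group differed by 9.49 to 18.4 times the variance of counting noise, as a chi-square per degree of freedom over genes with at least 50 counts. The median log2 fold change over all tested genes was -0.01.

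The test was run on simulated data with known changes in 6 libraries of like depth and spread. The simulation changed 50 genes at each size of change, where the real test called 1399. Its shares of recovered genes and false calls therefore describe the simulation and were not measured for the real data. Of the simulated genes with at least 1 CPM, edgeR recovered the following shares by size of change: 64.4% at 1.5-fold, 92.9% at 2-fold, 93.2% at 4-fold and all 24 at 8-fold. In edgeR 13 of 161 calls were false (8.07%), and in DESeq2 34 of 185 (18.4%), at a threshold that allows 5% on average. The numbers were 8 of 151 (5.30%) with limma-voom, 14 of 153 (9.15%) with 1 surrogate variable in edgeR and 22 of 168 (13.1%) with the replicate number as a block in edgeR.

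The genes named in the text follow a rule written with the lists: every gene the paper names for these data, for 27 of which the bars of Fig. 9A had been seen; the 10 genes with the largest rise and the 10 with the largest fall among those called with a mean of at least 1 CPM, a symbol and no overlap between the groups; from each list, up to 4 members with the smallest adjusted p and every called member where 5 or fewer were called; and the sex genes and engineered loci. Some genes that the rule picks are not reported here. Any other gene is said to have been chosen after its values were seen. The 32 lists were tetraspanin family, cell-cell fusion, integrin signaling and podosomes, actin cytoskeleton and cell movement, bone resorption, V-ATPase, lysosome, osteoclast transcription factors, RANK and M-CSF signaling, repressors of osteoclastogenesis, Notch pathway, reported HES1-repressed genes, IL1 family and inflammasome, inflammatory cytokines and chemokines, type I interferon response, macrophage markers, MHC class II and dendritic cell markers, cell cycle, oxidative phosphorylation, glycolysis, cholesterol synthesis, immediate early and stress genes, osteoblast and stroma markers of other cells, B cell markers of other cells, T and NK cell markers of other cells, neutrophil markers of other cells, erythroid and megakaryocyte markers of other cells, endothelial markers of other cells, mast and basophil markers of other cells, sex genes, reference genes and engineered loci and neighbours. Each was counted for members past the threshold over all tested genes and adjusted over the list alone, and tested with camera in limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. No camera call held with the estimated correlation. That correlation was estimated from 3 libraries per group and was 0.898 for the cell cycle and 0.492 for the bone resorption list. Even the cell cycle list, with all 34 log2 fold changes under 0, gave 0.822. With so few libraries, failing this form of the test neither shows nor excludes a shift of a list. The paper's pathway software and its annotation were not used here.

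The alternatives were DESeq2's size factors and the upper quartile in place of TMM, edgeR's filterByExpr or no filter on low counts, the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, the replicate number as a block in edgeR and in DESeq2, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. A correction of each library's trend with GC content, by loess with a span of 0.3, was added after seeing the data. Copies of *Gvin1* were found with blastn 2.17.0 at an identity of at least 80% over at least 300 bases, and 95% bootstrap intervals over the members of a list used 2000 draws. Reads were not realigned, and the paper's quantitative RT–PCR, protein and bone data were not analysed here.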

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

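The tests of a mislabelled library, of culture maturity, of a ceiling on abundant genes, of the Cre allele and of a lower interferon response were chosen after the results were seen, and those of GC content, shared reads and a strain variant before their own results were seen. The V-ATPase, lysosome, cell cycle, oxidative phosphorylation and cholesterol synthesis lists were singled out because the paper does not discuss them and at least 25% of a list's members passed the test one way, a share set after seeing the data, and the *Gvin1* region because several neighbouring genes fell together. Glycolysis and *Ctsk* meet neither rule and were chosen, with the *Gvin1* region, as the patterns to weigh after seeing the data.

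Rosa-Hes1 cultures had higher transcripts for the vacuolar proton pump, which acidifies both lysosomes and the space under the ruffled border. For this and the lists below, a larger share of osteoclasts in the culture stays open and was not tested. Of 18 V-ATPase genes 15 were higher and 0 lower (15 when adjusted over the list alone, 15 with DESeq2, 15 at an unadjusted p under 0.05), with a median log2 fold change of 0.50 and a camera adjusted p of 1.01e-08 (0.822 with an estimated correlation). Among them were *Atp6v1a*, the catalytic subunit (log2 fold change 0.72, standard error 0.10, adjusted p = 0.00694 from edgeR), and *Atp6v0b*, a subunit of the proton ring (log2 fold change 0.45, standard error 0.06, adjusted p = 0.00659 from edgeR). *Tcirg1*, *Atp6v0d2* and *Atp6v1c1* are also in the bone resorption list. The higher members with 1 library left out numbered 6 without control replicate 1 or Rosa-Hes1 replicate 1, 14 without control replicate 2, 8 without control replicate 3 or Rosa-Hes1 replicate 3 and 15 without Rosa-Hes1 replicate 2.

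Lysosomal enzymes moved both ways. Of 30 lysosome genes 12 were higher and 4 lower (15 and 4 when adjusted over the list alone), and camera gave an adjusted p of 0.0223 (0.828 with an estimated correlation). The higher ones included *Gnptab*, which tags enzymes for lysosomes (log2 fold change 0.75, standard error 0.09, adjusted p = 0.00565 from edgeR), *Tpp1*, a peptidase (log2 fold change 0.74, standard error 0.10, adjusted p = 0.00748 from edgeR), and *Glb1*, the β-galactosidase (log2 fold change 0.77, standard error 0.12, adjusted p = 0.00980 from edgeR), and the lower ones *Ctss*, cathepsin S of macrophages (log2 fold change -0.63, standard error 0.10, adjusted p = 0.00925 from edgeR). The higher members with 1 library left out numbered 5 without control replicate 1, control replicate 3 or Rosa-Hes1 replicate 3, 6 without control replicate 2, 2 without Rosa-Hes1 replicate 1 and 13 without Rosa-Hes1 replicate 2, and the lower ones 2 without control replicate 1 or control replicate 3, 3 without control replicate 2, Rosa-Hes1 replicate 2 or Rosa-Hes1 replicate 3 and 0 without Rosa-Hes1 replicate 1.

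Transcripts of dividing cells were partly lower. Of 34 cell cycle genes 13 were lower and 0 higher (28 lower when adjusted over the list alone, 26 lower and 0 higher with DESeq2, 30 at an unadjusted p under 0.05), all 34 had log2 fold changes under 0 with a median of -0.44, and camera gave an adjusted p of 9.53e-12 (0.822 with an estimated correlation). They included *E2f1*, the factor that opens S phase (log2 fold change -0.39, standard error 0.06, adjusted p = 0.0101 from edgeR), and *Mcm3*, a subunit of the replicative helicase (log2 fold change -0.50, standard error 0.10, adjusted p = 0.0216 from edgeR). The lower members numbered 1 without control replicate 1 or control replicate 3, 2 without control replicate 2 or Rosa-Hes1 replicate 3, 0 without Rosa-Hes1 replicate 1 and 29 without Rosa-Hes1 replicate 2. Relative to the control mean, the list's median log2 CPM was -0.43, -0.21 and -0.74 in Rosa-Hes1 replicates 1, 2 and 3 and 0.08, -0.01 and -0.07 in control replicates 1, 2 and 3.

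Genes of mitochondrial respiration, the source of ATP for resorption, were partly higher. Of 39 oxidative phosphorylation genes 18 were higher and 0 lower (29 when adjusted over the list alone, 22 higher and 0 lower with DESeq2, 30 at an unadjusted p under 0.05), with a median log2 fold change of 0.28 and a camera adjusted p of 2.35e-09 (0.822 with an estimated correlation). *Mdh2*, the malate dehydrogenase of the citric acid cycle (log2 fold change 0.52, standard error 0.08, adjusted p = 0.00898 from edgeR), was among them. Higher members numbered 3 without control replicate 1 or Rosa-Hes1 replicate 3, 14 without control replicate 2, 2 without control replicate 3 or Rosa-Hes1 replicate 1 and 23 without Rosa-Hes1 replicate 2, and 10 with the replicate number as a block in edgeR.

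Cholesterol synthesis genes, which the factor SREBP2 switches on, were also partly higher. Of 24 tested 9 were higher and 0 lower (16 when adjusted over the list alone, 10 higher and 0 lower with DESeq2, 18 at an unadjusted p under 0.05), with a median log2 fold change of 0.38 and a camera adjusted p of 2.49e-06 (0.822 with an estimated correlation). *Insig1*, the sterol-sensing brake on SREBP2 that SREBP2 itself induces (log2 fold change 1.10, standard error 0.15, adjusted p = 0.00799 from edgeR), and *Srebf2*, the gene of SREBP2 (log2 fold change 0.41, standard error 0.06, adjusted p = 0.00958 from edgeR), were among them. Here the higher members numbered 2 without control replicate 1, control replicate 2, control replicate 3 or Rosa-Hes1 replicate 3, 1 without Rosa-Hes1 replicate 1 and 14 without Rosa-Hes1 replicate 2.

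Glycolysis genes differed between the Rosa-Hes1 libraries. The median log2 CPM of 22 genes, relative to the control mean, was 0.81, 0.04 and 0.64 in Rosa-Hes1 replicates 1, 2 and 3 and -0.12, 0.00 and 0.11 in the control replicates. In edgeR 1 of the 22 was higher, the hexokinase gene *Hk1* (log2 fold change 0.64, standard error 0.09, adjusted p = 0.00758 from edgeR), and 0 were lower (the same when adjusted over the list alone, 14 at an unadjusted p under 0.05), while 19 were higher without Rosa-Hes1 replicate 2, 12 with DESeq2 and 14 with limma-voom. The camera adjusted p was 1.36e-05 (0.822 with an estimated correlation). A mislabelled Rosa-Hes1 library is argued against, since its *Hes1* would lie at the control level: the lowest *Hes1* CPM of the Rosa-Hes1 libraries was 8.67 times the highest control value. GC content as the whole cause is argued against too, since with each library's GC trend removed the range of the 3 Rosa-Hes1 medians was 102% of its uncorrected size (95% bootstrap interval 98.0% to 109%). How far each culture had matured stays open: the bone resorption list, with medians of 0.62, 0.57 and 0.71, had a range of 18.0% of that of the glycolysis list, and the 95% bootstrap interval of 6.87% to 39.6% crosses the 25% below which maturity would have been excluded. No condition in the design separates the 3 Rosa-Hes1 cultures, so no other biological explanation was tested.

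*Ctsk* (chromosome 3 from 95499256 to 95509362) did not rise with the other bone resorption genes, with a log2 fold change of 0.08 (standard error 0.11, adjusted p = 0.709 from edgeR) against a median of 0.67 for the others. A ceiling on the most abundant transcripts is argued against: the 5 other members with a mean of at least 1000 CPM (*Acp5*, *Mmp9*, *Tcirg1*, *Ckb* and *Atp6v0d2*) had a median log2 fold change of 0.73, and the lowest was 0.62. Counts lost from the *Ctsk* allele that carries Cre and an effect of HES1 on *Ctsk* cannot be told apart. *Ctsk* lay -0.59 from the median of the other members on the log2 scale, but Cre is present in the Rosa-Hes1 group alone, so that allele and group coincide.

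Copies of *Gvin1*, the gene of a very large interferon-inducible GTPase, fell together on chromosome 7 between 105824223 and 106604035. The region holds 12 annotated copies, several of them pseudogenes, of which 8 were tested and 5 were lower: *Gm8979* (log2 fold change -3.93, standard error 0.40, adjusted p = 0.00477 from edgeR), *Gm4759* (log2 fold change -2.65, standard error 0.34, adjusted p = 0.00565 from edgeR), *Gvin1* (log2 fold change -1.09, standard error 0.25, adjusted p = 0.0353 from edgeR), *Gm1966* (log2 fold change -1.03, standard error 0.21, adjusted p = 0.0233 from edgeR) and *Gm8995* (log2 fold change -0.55, standard error 0.11, adjusted p = 0.0256 from edgeR). Reads shared between copies stay open as a cause of the large changes in single copies. The summed counts of all copies had a log2 fold change of -0.61 (standard error 0.11, adjusted p = 0.0152 from edgeR), with 259, 254 and 278 CPM in the control and 148, 168 and 202 CPM in the Rosa-Hes1 libraries, and this was not below the set bound of -0.50 by more than 2 standard errors. No tested copy rose: the uncalled *Gm4070*, *9130208D14Rik* and *Gm8989* had log2 fold changes of -0.18, -0.70 and -1.36. *Gm8995* alone had 215, 218 and 246 CPM in the control and 133, 149 and 182 CPM in the Rosa-Hes1 libraries. The sum thus mostly follows *Gm8995* and cannot show reads moving between the rarer copies. A lower interferon response stays open as well: the median log2 CPM of the 31 type I interferon genes differed by -0.21 between the groups' means over libraries, with a 95% interval (Welch) of -1.05 to 0.63 that holds both no change and the fall of the summed copies. A strain variant of the region that goes with the groups stays open: of 34 other tested genes within 2000000 bases 3 were called (8.82%, against 8.25% of all genes; exact binomial test, p = 0.757), which neither shows nor excludes one without genotypes. Leaving out 1 library, edgeR's adjusted p was under 0.05 throughout for *Gm8979* and *Gm4759* (up to 0.0329), and over 0.05 for *Gvin1* unless that library was Rosa-Hes1 replicate 2 (0.0797 to 0.123), for *Gm1966* unless that library was control replicate 3 or Rosa-Hes1 replicate 2 (0.0709 to 0.112) and for *Gm8995* unless that library was Rosa-Hes1 replicate 2 or 3 (0.0594 to 0.0950). An effect of HES1 on the region also stays open and was not tested.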

How the results depend on the processing

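The correction for GC content was chosen after seeing the data; the other alternatives were planned. *Hes1* was called higher in all 16 alternatives, with log2 fold changes of 3.35 to 3.74 and adjusted p of up to 0.0299. With DESeq2's size factors, the upper quartile or filterByExpr in edgeR, 1405, 1485 and 1554 genes passed the threshold, near the 1399 of the main test, and none of 117 genes picked by the rule lost or gained its call. The GC correction gave 1349, with 2 of the 117 lost.

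Other tests called more genes. DESeq2's Wald test called 2178 in all and 876 lower, limma-voom 2294 and 917, and 1 surrogate variable in edgeR 2360 and 987, and without a filter on low counts 697 were lower. The DESeq2 set held 1356 of the 1399 genes and the surrogate variable set 1386. The share of called genes that were higher went from 70.8% to 59.8%, 60.0% and 58.2% with the 3 tests, and the cause was not tested. DESeq2 moved 4 of the 117 genes off and 6 onto the called side. It gave no adjusted p for 4935 tested genes, so a gene moved off need not have failed its test. *Gm8979* and *Prss8* were called in 14 of the 16 alternatives, although their highest adjusted p were 0.0299 and 0.0360. Without the filter 8 of the 117 moved off the called side and 4 onto it.

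With the replicate number as a block, edgeR called 1050 genes and DESeq2 1359. Of the 117 genes picked by the rule, 15 lost and 1 gained a call in edgeR. In DESeq2 18 lost and 3 gained one, and 5917 tested genes had no adjusted p. Neither the paper nor the labels say that a number pairs libraries, and the submitters' own numbering gives the third Rosa-Hes1 library the number 4. Deviations from the group means correlated at -0.00985, -0.106 and 0.207 across genes for libraries of the same number, where pairs of other numbers reached 0.301, so that the numbers were not taken to pair them.

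Leaving out a library leaves 2 against 3, and mostly fewer genes passed: 265 to 2646 in all, 244 to 1555 higher and 21 to 1091 lower. The lowest numbers came without Rosa-Hes1 replicate 1 and the highest without Rosa-Hes1 replicate 2, whose first principal component lay nearest the controls, and without which the called genes held 1335 of the 1399. Without any other single library they held 265 to 740 of the 1399. Of the 117 genes, 4 lost and 6 gained a call without Rosa-Hes1 replicate 2. Without any other single library 24 to 59 lost a call and 0 to 3 gained one. Of the genes of Fig. 9A 5 to 23 passed, and members called higher numbered 2 to 8 of the tetraspanins, 4 to 8 of the fusion list, 7 to 22 of the integrin list and 6 to 18 of the bone resorption list. The rise without Rosa-Hes1 replicate 2 was not tested for a cause.

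Directions turned for 4 of the 117 genes, all near 0, and for 4 of the genes named outside the rule, and none of these 8 passed the threshold in any setting. The log2 fold change of *Eif2s3y* was 0.0032 with filterByExpr, 0.0011 without a filter, 0.039 with the GC correction and -0.10 to 0.061 without single libraries. That of *Kdm5d* was -0.0037 with DESeq2's size factors, -0.00049 with the upper quartile, -0.0042 with DESeq2, -0.0016 with limma-voom, -0.0028 with the block in DESeq2, -0.0068 with 1 surrogate variable and -0.028 to 0.039 without single libraries. For *Uty* it was 0.017 with limma-voom, 0.021 with the GC correction and -0.065 to 0.063 without single libraries, and for *Ctsk* -0.012 to 0.17. Outside the rule, *Actb* had 0.0013 with filterByExpr, 0.0043 with limma-voom, 0.00075 with the block in edgeR and -0.040 to 0.062 without single libraries, *Akt2* -0.0097 with the GC correction, *Heyl* -0.40 with limma-voom and *Hey2* -0.12 to 0.93 without single libraries. The camera direction of the reported HES1-repressed genes also turned without the genes that the paper names (adjusted p = 0.753), of which *Hes1* itself is one. The causes of these turns were not tested.

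The threshold was also counted in every split of the 6 libraries into 3 and 3. The real split called 1399 genes and the highest of the other splits 10, and 1 of 10 splits, the real one, gave as many. The 10 splits are too few for a share under 0.05.

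Depth limits genes with few counts. In simulated data edgeR recovered 29 of 50 genes changed by 1.5-fold and 39 of 50 changed by 2-fold, and all 39 genes of the latter kind that were recovered had a mean of at least 1 CPM. Larger changes were also recovered below 1 CPM. Of 50 genes changed by 4-fold 43 were recovered, 41 of them with at least 1 CPM. Of 50 changed by 8-fold 37 were recovered, 24 of them with at least 1 CPM.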

Differences from the paper's values

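For the 26 genes of Fig. 9A reported here the log2 fold change computed here lay within its error of the bar, as read by eye, so no value is listed as different.

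The paper states that the repressor genes *Bcl6*, *Id1* and *Irf8* were decreased and that *Tspan10* and *Il1b* were increased. All 5 had log2 fold changes in those directions here with no overlap between the groups, but edgeR's adjusted p was over the threshold of 0.05 for each: 0.113 for *Bcl6*, 0.0614 for *Id1*, 0.0925 for *Irf8*, 0.0550 for *Tspan10* and 0.0803 for *Il1b*. The paper's methods call genes at a false discovery rate under 0.05, while the legend of Fig. 9A writes p under 0.05. Its calls came from DESeq2 with covariates that are not named. DESeq2 without covariates called *Id1*, *Irf8*, *Tspan10* and *Il1b* here but not *Bcl6*. For the former genes edgeR's result is thus a change of test and not a difference from the paper's calls. The paper also measured *Bcl6* by quantitative RT–PCR (Fig. 9B), which was not analysed here. The unadjusted p from edgeR was under 0.05 for all 5: 0.0196 for *Bcl6*, 0.00612 for *Id1*, 0.0133 for *Irf8*, 0.00487 for *Tspan10* and 0.0101 for *Il1b*. The other 21 of the 26 genes passed. Among the alternatives set before the data were examined, *Bcl6* passed in edgeR without control replicate 2 (0.0290) alone. For *Id1* the settings were edgeR without a filter on low counts (0.0157), DESeq2's Wald test (0.0241), 1 surrogate variable (0.0339) and edgeR without control replicate 2 (0.0379), and for *Irf8* edgeR without a filter on low counts (0.0429), DESeq2's Wald test (0.0389), the replicate number as a block in edgeR (0.0363), the replicate number as a block in DESeq2 (0.0368) and 1 surrogate variable (0.0366). *Tspan10* passed with edgeR without a filter on low counts (0.0156), DESeq2's Wald test (0.0255), limma-voom (0.0359), 1 surrogate variable (0.0316), edgeR without control replicate 2 (0.0360) and edgeR without Rosa-Hes1 replicate 2 (0.0363), and *Il1b* with DESeq2's Wald test (0.00628), limma-voom (0.0456), the replicate number as a block in DESeq2 (0.0292) and edgeR without Rosa-Hes1 replicate 2 (0.00691). The range over all 16 alternatives was 0.0290 to 0.321 for *Bcl6*, 0.0157 to 0.206 for *Id1*, 0.0363 to 0.241 for *Irf8*, 0.0156 to 0.187 for *Tspan10* and 0.00628 to 0.224 for *Il1b*. The correction for GC content, chosen after seeing the values, called none of the 5.

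The paper states that genes of movement and cytoskeletal organization were upregulated, from pathway software with its own annotation. In the list of 85 such genes tested here, 10 were higher and 10 lower. The 2 sets of genes are not the same, and the paper gives no list of its genes in the text, so the counts are not set side by side.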

Other observations

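Few cytokine, chemokine or dendritic cell genes passed the test. *Lif*, a cytokine by which osteoclasts act on bone-forming cells (37.8 ± 6.62 CPM in control and 71.1 ± 3.80 CPM in Rosa-Hes1, SD, n = 3 each; log2 fold change 0.91, standard error 0.12, adjusted p = 0.00644 from edgeR), and *Vegfa*, the vascular growth factor (log2 fold change 1.08, standard error 0.23, adjusted p = 0.0395 from edgeR), rose, and *Cxcl16*, a chemokine of macrophages (log2 fold change -0.51, standard error 0.08, adjusted p = 0.0101 from edgeR), fell. These were the called genes among 26 inflammatory cytokines and chemokines (2 higher and 1 lower also when adjusted over the list alone), whose camera adjusted p was 0.897, or 0.961 with an estimated correlation. *Vegfa* had 103, 53.0 and 93.1 CPM in Rosa-Hes1 replicates 1, 2 and 3. Of 18 genes of MHC class II and dendritic cell markers 2 were higher and 0 lower (the same when adjusted over the list alone, 4 higher and 0 lower with DESeq2, 5 at an unadjusted p under 0.05), *Cd83*, a marker of mature dendritic cells (log2 fold change 1.95, standard error 0.30, adjusted p = 0.0106 from edgeR), and *Itgax*, the CD11c integrin chain (log2 fold change 0.82, standard error 0.15, adjusted p = 0.0178 from edgeR). The median log2 fold change of the list was 0.49 and its camera adjusted p 0.00793, or 0.822 with an estimated correlation. When 1 library was left out, edgeR's adjusted p was under 0.05 throughout for *Lif* (up to 0.0368), and over 0.05 for *Vegfa* unless that library was Rosa-Hes1 replicate 2 (0.107 to 0.127), for *Cxcl16* without Rosa-Hes1 replicate 1 (0.0561), for *Cd83* without control replicate 3 (0.0511) and for *Itgax* unless that library was control replicate 2 or Rosa-Hes1 replicate 2 (0.0510 to 0.0691). The cytokine list then had 1 higher and 1 lower without control replicate 1, 2 or 3 or Rosa-Hes1 replicate 3, 1 higher and 0 lower without Rosa-Hes1 replicate 1 and 3 higher and 1 lower without Rosa-Hes1 replicate 2, and the dendritic cell list 1 higher and 0 lower without control replicate 1 or Rosa-Hes1 replicate 1 or 3, 0 higher and 0 lower without control replicate 3 and 4 higher and 0 lower without Rosa-Hes1 replicate 2, with the counts unchanged without any other.

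Few macrophage genes passed the test. Of 30 macrophage markers 1 was lower, the fractalkine receptor gene *Cx3cr1*, and 0 were higher (1 higher and 3 lower when adjusted over the list alone, 1 higher and 5 lower with DESeq2, 10 at an unadjusted p under 0.05), with a median log2 fold change of -0.15 and a camera adjusted p of 0.0250, or 0.822 with an estimated correlation, for a shift to lower expression. The counts with 1 library left out were 0 higher and 0 lower without control replicate 1 or 3 or Rosa-Hes1 replicate 1, 0 higher and 4 lower without control replicate 2, 2 higher and 0 lower without Rosa-Hes1 replicate 2 and 0 higher and 3 lower without Rosa-Hes1 replicate 3. In the type I interferon response 0 of 31 genes passed in edgeR in either direction or when adjusted over the list alone (1 lower with DESeq2, 2 at an unadjusted p under 0.05), with a camera adjusted p of 0.0417, or 0.878 with an estimated correlation, for a shift down, but 0 higher and 1 lower without Rosa-Hes1 replicate 3, with the counts unchanged without any other. Its median log2 CPM relative to the control mean was -0.64, -0.12 and 0.14 in Rosa-Hes1 replicates 1, 2 and 3 and 0.12, 0.10 and -0.21 in control replicates 1, 2 and 3. Of 21 immediate early and stress genes 1 was lower, *Fos*, and 0 were higher (0 when adjusted over the list alone, 1 higher and 2 lower with DESeq2, 6 at an unadjusted p under 0.05), with a camera adjusted p of 0.582, or 0.828 with an estimated correlation; leaving out 1 library gave 0 higher and 0 lower without control replicate 1, 2 or 3 or Rosa-Hes1 replicate 1 or 3 and 1 higher and 2 lower without Rosa-Hes1 replicate 2.

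In the Notch pathway 3 of 24 tested genes were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.544, or 0.822 with an estimated correlation). Besides *Hes1* they were *Dtx4*, a Deltex ubiquitin ligase (log2 fold change 0.98, standard error 0.18, adjusted p = 0.0233 from edgeR), *Jag1*, a Notch ligand (log2 fold change 0.58, standard error 0.12, adjusted p = 0.0235 from edgeR), and *Adam10*, the protease that cleaves Notch receptors, which fell (log2 fold change -0.29, standard error 0.07, adjusted p = 0.0343 from edgeR). Of the other Notch target genes, *Hey1* had 7 and *Hes5* 4 counts summed over the 6 libraries, under the minimum of 10, and *Hes3* and *Nrarp* had 0. *Hey2* had 0.148 CPM in control and 0.203 CPM in Rosa-Hes1 osteoclasts and *Heyl* 0.0905 and 0.155 CPM, and differences in either were not detectable at this depth (log2 fold change 0.51, standard error 1.23, adjusted p = 0.837 from edgeR, and log2 fold change 0.72, standard error 1.29, adjusted p = 0.766 from edgeR, respectively). *Hes1* in control osteoclasts, at 0.457 CPM, was itself low. After 1 library was left out, edgeR's adjusted p was over 0.05 for *Dtx4* and *Cdkn1b* unless that library was control replicate 2 or Rosa-Hes1 replicate 2 (0.0699 to 0.130), for *Jag1* unless that library was control replicate 1 or Rosa-Hes1 replicate 2 (0.0568 to 0.100) and for *Adam10* unless that library was Rosa-Hes1 replicate 2 (0.0557 to 0.134). The Notch list then had 2 higher and 0 lower without control replicate 1 or 2, 1 higher and 0 lower without control replicate 3 or Rosa-Hes1 replicate 1 or 3 and 4 higher and 1 lower without Rosa-Hes1 replicate 2. Among 9 tested genes reported to be repressed by HES1, 0 were lower and 2 were higher (the same when adjusted over the list alone, the same numbers with DESeq2, 2 at an unadjusted p under 0.05; camera adjusted p = 0.895, or 0.961 with an estimated correlation), *Hes1* itself, which the transgene raises, and *Cdkn1b*, an inhibitor of cell division (log2 fold change 0.48, standard error 0.11, adjusted p = 0.0322 from edgeR).

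The largest rises among called genes with a mean of at least 1 CPM were, after *Hes1*, those of *Mcoln3*, a lysosomal cation channel (log2 fold change 3.27, standard error 0.71, adjusted p = 0.0205 from edgeR), the pseudogene *Ak3l2-ps* (2.99), *Cfap52*, a cilium protein (2.90), *Fbln7*, an adhesion protein of the matrix (log2 fold change 2.90, standard error 0.26, adjusted p = 0.00477 from edgeR), *Prss8*, a serine protease (2.75), the noncoding *4930423D22Rik* (2.75), *Corin*, a membrane protease (2.72), the antisense gene *Rptoros* (2.67) and *Rnf43*, a ubiquitin ligase that dampens WNT signaling (2.64), given as log2 fold changes. *Fbln7* went from 0.975 ± 0.336 to 7.30 ± 0.729 CPM (SD, n = 3 each). The order of these rises depended on single libraries. With 1 left out the log2 fold change ran from 2.76 to 3.85 for *Mcoln3* and from 2.35 to 3.57 for *Ak3l2-ps*. It ran from 2.55 to 3.60 for *Cfap52* and from 2.12 to 3.52 for *Rptoros*. Without control replicate 2, *Cfap52* (3.60) lay above *Mcoln3* (2.76). The first place changed too: without control replicate 3, *Hes1* (3.35) lay below *Mcoln3* (3.85), *Ak3l2-ps* (3.57) and *Rptoros* (3.52). Of the genes then above *Hes1*, *Rptoros* alone passed the test (adjusted p = 0.0469 from edgeR). Besides copies of *Gvin1*, the largest falls were those of *Olfml3*, a secreted matrix protein (log2 fold change -2.88, standard error 0.50, adjusted p = 0.0237 from edgeR), with 35.4, 15.2 and 16.4 CPM in control and 4.42, 3.13 and 1.45 CPM in Rosa-Hes1 libraries, the noncoding *Foxd2os* (-1.16) and *2010110K18Rik* (-1.12), *Mtmr11*, a phosphatase relative (-1.05), *Col14a1*, a fibril-associated collagen (-0.98), and *Zcwpw1*, a reader of histone marks (-0.98). With the strand setting unstated, the values of *Rptoros*, which lies opposite *Rptor*, and of pseudogenes are uncertain. *Mtmr11* (from 96162004) and *Olfml3* (from 103722222) lie on chromosome 3, as does *Ctsk* (from 95499256). The Cre allele of *Ctsk* is present in the Rosa-Hes1 group alone. Sequence linked to that allele and an effect of HES1 were not separated for these 2 genes. When 1 library was left out, edgeR's adjusted p was under 0.05 throughout for *Fbln7*, *Cfap52*, *Prss8* and *4930423D22Rik* (up to 0.0382), and over 0.05 for *Mcoln3*, *Ak3l2-ps*, *Rnf43*, *Foxd2os* and *Zcwpw1* unless that library was Rosa-Hes1 replicate 2 (0.0539 to 0.163), for *Corin* without control replicate 3 (0.0556), for *Rptoros* unless that library was control replicate 3 or Rosa-Hes1 replicate 2 (0.0629 to 0.130), for *Mtmr11* without control replicate 1 or 3 or Rosa-Hes1 replicate 1 (0.0536 to 0.0557), for *Olfml3* unless that library was control replicate 1 or 2 (0.0536 to 0.0613), for *Col14a1* unless that library was control replicate 2 (0.0554 to 0.169) and for *2010110K18Rik* whichever library it was (0.0742 to 0.143).

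In a list of *Hes1*, *Ctsk*, the *Rosa26* transcript and neighbours of the 2 targeted loci, 2 of 15 tested genes were higher, *Hes1* itself and *Prune1*, and 1 lower, *Ctss* (5 and 3 when adjusted over the list alone; camera adjusted p = 0.544, or 0.828 with an estimated correlation). *Ctss*, which follows *Ctsk* on chromosome 3 from 95526786 to 95556403, fell from 1474 ± 50.7 to 952 ± 126 CPM (SD, n = 3 each), and *Prune1*, on the same chromosome from 95253674 to 95282076, rose (log2 fold change 0.49, standard error 0.09, adjusted p = 0.0160 from edgeR). Without control replicate 1, 2 or 3 the adjusted p of *Prune1* was 0.0577, 0.0503 and 0.0603, and without Rosa-Hes1 replicate 1 or 3 it was 0.0790 and 0.0561; that of *Ctss* was over 0.05 without Rosa-Hes1 replicate 1 (0.0598). *Gt(ROSA)26Sor*, the transcript of the locus that carries the transgene, did not pass (log2 fold change 0.83, standard error 0.24, adjusted p = 0.0723 from edgeR). Both targeted regions differ between the groups in sequence as well as in HES1, and the 2 were not separated. Leaving out 1 library, the list, with *Hes1* counted among the higher genes each time, had 1 higher and 1 lower without control replicate 1, 2 or 3 or Rosa-Hes1 replicate 3, 1 higher and 0 lower without Rosa-Hes1 replicate 1 and 6 higher and 1 lower without Rosa-Hes1 replicate 2.

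Of 9 reference genes 1 was lower and 0 higher (the same when adjusted over the list alone and with DESeq2, 1 at an unadjusted p under 0.05; camera adjusted p = 0.501, or 0.822 with an estimated correlation), *Hprt*, an enzyme of purine salvage (log2 fold change -0.27, standard error 0.06, adjusted p = 0.0372 from edgeR), whose adjusted p with 1 library left out was over 0.05 unless that library was Rosa-Hes1 replicate 2 (0.0712 to 0.126). Without Rosa-Hes1 replicate 2 a reference gene was also higher. The 4 tested sex genes, all on the Y chromosome, had log2 fold changes from -0.07 to 0.00, and 0 passed in edgeR, when adjusted over the list alone, in DESeq2 or at an unadjusted p under 0.05 (camera adjusted p = 0.857, or 0.912 with an estimated correlation). *Xist* had 0 counts in all 6 libraries.

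Lists of markers of other marrow cells gave 1 call in edgeR. Of 6 endothelial genes 1 was higher and 0 lower (the same when adjusted over the list alone, 2 higher and 0 lower with DESeq2, 2 at an unadjusted p under 0.05), *Vwf*, von Willebrand factor (2.04 ± 0.156 CPM in control and 8.88 ± 3.75 CPM in Rosa-Hes1, SD, n = 3 each; log2 fold change 2.12, standard error 0.30, adjusted p = 0.00795 from edgeR). No gene passed among 15 of osteoblast and stroma (camera adjusted p = 0.77, or 0.961 with an estimated correlation), 5 of B cell (camera adjusted p = 0.77, or 0.912 with an estimated correlation), 5 of T and NK cell (camera adjusted p = 0.895, or 0.961 with an estimated correlation), 14 of neutrophil (camera adjusted p = 0.417, or 0.912 with an estimated correlation), 3 of erythroid and megakaryocyte (camera adjusted p = 0.897, or 0.961 with an estimated correlation) and 4 of mast and basophil (camera adjusted p = 0.324, or 0.822 with an estimated correlation). These counts were also 0 with DESeq2 and when adjusted over the list alone, except 1 lower mast and basophil gene in the latter, and 1 gene each of osteoblast and stroma, neutrophil, and mast and basophil had an unadjusted p under 0.05. The most abundant gene of each list had a mean of 131 CPM for osteoblast and stroma, 4.32 CPM for B cell, 4.93 CPM for T and NK cell, 111 CPM for neutrophil, 36.5 CPM for erythroid and megakaryocyte, 44.1 CPM for endothelial and 2.88 CPM for mast and basophil.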
